# Revealing Pathway Dynamics in Heart Diseases by Analyzing Multiple Differential Networks

**DOI:** 10.1371/journal.pcbi.1004332

**Published:** 2015-06-17

**Authors:** Xiaoke Ma, Long Gao, Georgios Karamanlidis, Peng Gao, Chi Fung Lee, Lorena Garcia-Menendez, Rong Tian, Kai Tan

## Abstract

Development of heart diseases is driven by dynamic changes in both the activity and connectivity of gene pathways. Understanding these dynamic events is critical for understanding pathogenic mechanisms and development of effective treatment. Currently, there is a lack of computational methods that enable analysis of multiple gene networks, each of which exhibits differential activity compared to the network of the baseline/healthy condition. We describe the *i*MDM algorithm to identify both unique and shared gene modules across multiple differential co-expression networks, termed M-DMs (multiple differential modules). We applied *i*MDM to a time-course RNA-Seq dataset generated using a murine heart failure model generated on two genotypes. We showed that *i*MDM achieves higher accuracy in inferring gene modules compared to using single or multiple co-expression networks. We found that condition-specific M-DMs exhibit differential activities, mediate different biological processes, and are enriched for genes with known cardiovascular phenotypes. By analyzing M-DMs that are present in multiple conditions, we revealed dynamic changes in pathway activity and connectivity across heart failure conditions. We further showed that module dynamics were correlated with the dynamics of disease phenotypes during the development of heart failure. Thus, pathway dynamics is a powerful measure for understanding pathogenesis. *i*MDM provides a principled way to dissect the dynamics of gene pathways and its relationship to the dynamics of disease phenotype. With the exponential growth of omics data, our method can aid in generating systems-level insights into disease progression.

## Author Summary

Recent advances in systems biology have revealed that changes in the structure and activity of gene network play a critical role in the disease progression. Heart failure is a complex disease involving multiple molecular pathways. Yet little is known regarding the dynamic changes in the gene network of heart cells during heart failure development. We have combined experimental and computational approaches to address this question. We developed a computational method to analyze multiple gene networks, each of which exhibits differential activity compared to the network of the healthy condition. In doing so, we are able to identify both unique and shared gene pathways across multiple differential networks. By applying our algorithm to our time-course transcriptome data of heart failure, we revealed dynamic changes in pathway activity and connectivity across heart failure conditions. We further showed that pathway dynamics were correlated with the dynamics of disease phenotypes during the development of heart failure. Our approach provides a principled way to dissect the dynamics of gene pathways and its relationship to the dynamics of disease phenotype.

## Introduction

Many heart diseases are attributable to both genetic and environmental factors [1]. These factors can perturb gene transcript levels, protein levels, and metabolite levels, which in turn perturbs the interactions among the molecules. Perturbation of the molecular network ultimately leads to perturbation of the cellular and physiological states, contributing to the diseases. Therefore, understanding molecular networks can lead to important insights into the pathogenic mechanisms of heart diseases.

The concept of network biology has been applied to studies of various cardiovascular diseases, including heart failure [2,3], atherosclerosis [4], coronary heart disease [5], and atrial fibrillation [6], just to name a few. Because transcriptome data is the most abundant type of omics data, most studies used co-expression networks. In such networks, two genes are connected and assumed to functionally interact if their expression profiles are correlated across multiple conditions. Because genes in the same pathway tend to have correlated expression, analyzing co-expression network is an effective strategy for pathway inference. However, a limitation of previous studies is that networks were constructed using only co-expression information. This practice reduces the statistical power for identifying pathways that are perturbed under diseased conditions. It is more powerful to identify groups of genes that exhibit coherent differential activities between healthy and diseased conditions. Such gene groups directly capture the perturbed pathways.

Here we described a novel computational framework, *i*nference of multiple differential modules (*i*MDM) that enables simultaneous analysis of multiple differential co-expression networks (DCNs). *i*MDM finds coherently differentially expressed gene modules that are either unique or shared among multiple DCNs. By definition, sets of genes that are differentially expressed under diseased states but do not exhibit correlated expression pattern will not be identified as a module. This is consistent with the notation that the entire pathway is perturbed under disease condition. To capture dynamic changes in gene modules across conditions, we have applied a novel graph-theoretical measure that quantifies changes in both gene activity and gene connectivity.

We demonstrated the utility of our method using the development of heart failure as our model system. Using RNA-Seq, we measured the transcriptome of the heart at four critical stages during the development of heart failure. By applying *i*MDM to multiple differential co-expression networks constructed from our time-course RNA-Seq dataset, we discovered both condition-specific and shared gene modules in gene networks of different heart failure conditions. By quantifying connectivity changes in shared gene modules across different conditions, we showed that gene modules with higher connectivity dynamics have higher correlation with the dynamics of heart failure phenotypic measures, suggesting that studying pathway dynamics using *i*MDM is an effective strategy to uncover causal genes of disease progression. Given the vast amount of transcriptome data, there are ample opportunities to apply our method to better understand the role of network dynamics in the development of heart diseases.

## Results

### Systematic profiling of the transcriptome during the development of heart failure using RNA sequencing

We performed a factorial RNA-Seq study to monitor the impact of mitochondrial respiratory complex I deficiency and chronic pressure overload on the heart transcriptome as it progressed from hypertrophy to failure (Fig 1A). 

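RNA from the hearts of 64 mice was sequenced, 1 library per heart. Each of the 16 groups, made of the 4 conditions (WTSH, KOSH, WTTAC and KOTAC) at weeks 1, 2, 4 and 8 after surgery, held 4 hearts, so that each condition held 16. The authors sequenced paired-end reads of 50 bases, mapped them to the mm9 build of the mouse genome with TopHat, and kept uniquely mapped reads with fewer than 2 mismatches. They estimated FPKM (fragments scaled by transcript length and by the total of mapped fragments) with Cufflinks on the Ensembl release 66 gene models and summed the values of the transcripts of each gene. The deposited table held 1 FPKM value per heart for 30285 gene entries. FPKM values carry no read counts and showed no whole-read steps, so the depth of each library is unknown. The number of genes at an FPKM of 1 or more ranged from 11830 to 12365 (median 12034) in WTSH hearts, from 11689 to 12254 (median 11970) in KOSH hearts, from 12006 to 13101 (median 12413) in WTTAC hearts and from 12114 to 12876 (median 12335.5) in KOTAC hearts. The values were analysed as log2(FPKM + 1) over the 13653 genes with an FPKM of at least 1 in at least 4 libraries. Differences were tested with limma with a trend of the variance on expression, in 1 model with a mean for each of the 16 groups, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Comparisons of conditions average the 4 weeks. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Some zeros in the table are not plausible levels. An FPKM of 0 was listed in some libraries for 71 genes whose median over their values above 0 exceeded 20 FPKM. Many of these are small RNAs, and Myh6, a cardiac myosin heavy chain, was at 0 in 2 WTSH and 2 KOSH hearts. Of the 13 mitochondrially encoded subunits of the respiratory chain, 12 were listed at 0 in at least 1 library, so that no direction is given for these. In 4 libraries of week 2 (WTTAC hearts 3 and 4, KOTAC hearts 3 and 4), expression fell with transcript length, with a slope of -0.327 to -0.281 on the log2 scale per doubling of length. The slopes of the other 60 libraries ranged from -0.083 to 0.089. Pearson's r between hearts of 1 group across genes was 0.9697 at the median and 0.9025 at the lowest, and no 2 libraries were identical.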

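Ndufs4, which encodes an accessory subunit of complex I, was lower in each of the 32 knockout hearts than in any of the 32 wild-type hearts. Its FPKM was 29.7 ± 6.1 (SD, n = 32) in knockout hearts, between 20.3 and 43.8, and 105.0 ± 25.1 (SD, n = 32) in wild-type hearts, between 59.0 and 187.6. The log2 fold change of Ndufs4 was -1.77 (standard error 0.095, adjusted p = 2.17e-20 from limma) in KOSH vs. WTSH and -1.795 (standard error 0.095, adjusted p = 1.04e-20 from limma) in KOTAC vs. WTTAC. In each of the 8 combinations of surgery and week, the 4 knockout hearts lay below the 4 wild-type hearts (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 hearts against 4 allow). The difference in these combinations ranged from -1.52 (TAC, week 1) to -2.08 (sham, week 4). Ndufs4 lies on the minus strand of chromosome 13 of mm9 from 115078003 to 115178302, and its models hold 5 distinct exons. The FPKM of a gene sums over its transcripts, and the value of the deleted part alone was not used here.

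**Figure D1:**
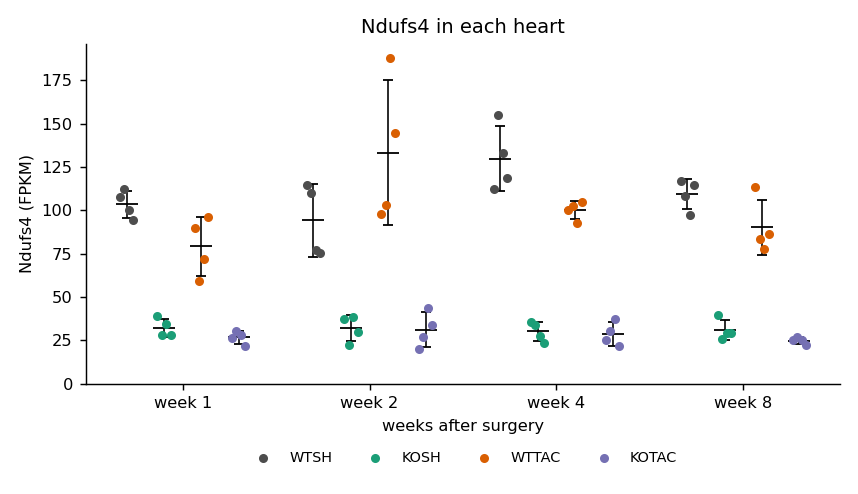
FPKM of Ndufs4 (y axis) in each heart by weeks after surgery (x axis), with the mean and SD of the 4 hearts of each group. The 32 knockout hearts lie between 20.3 and 43.8 FPKM, all below the wild-type hearts.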

Complex I deficiency was triggered by cardiac-specific deletion of *Ndufs4* which encodes a structural component of complex I [7]. Pressure overload was triggered by transverse aortic constriction (TAC). For each single perturbation or their combinations, we monitored disease progression at four time points, 1, 2, 4 and 8 weeks after the introduction of the perturbation. In total, we profiled the heart transcriptome under 4 major conditions. For the sake of discussion, we termed these conditions wild type sham (WTSH), wild type TAC (WTTAC), knock out sham (KOSH), and knock out TAC (KOTAC). For each time point, four biological replicate RNA-Seq data were generated using 4 hearts (Manuscript in preparation).

**Fig 1:**
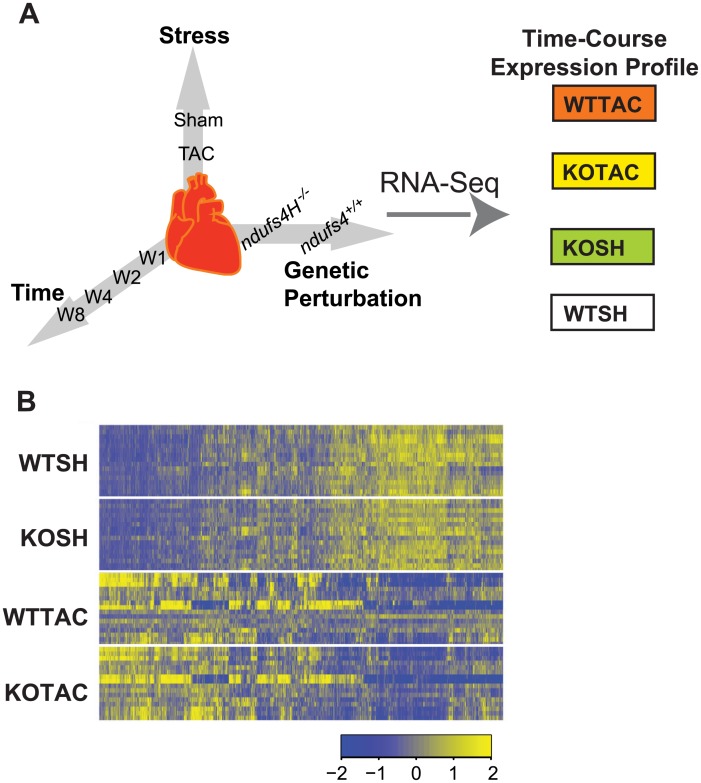
RNA-Seq experiment using a mouse heart failure model generated on two genotypes. A, Time-course RNA-Seq data were generated using mouse hearts perturbed by stress (TAC) or genetic perturbation (Ndufs4 deletion) or both, resulting four conditions. WTSH, sham treatment of wild type mice (baseline); KOSH, sham treatment of KO mice; WTTAC, TAC treatment of wild type mice; KOTAC, TAC treatment of KO mice. B, Hierarchical clustering of top 5000 genes with highest variance of expression levels across conditions.

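TAC hearts were set apart from sham hearts by genes of cardiac stress and matrix such as Nppa and Postn. Nppa, which encodes the natriuretic peptide that a stressed ventricle makes again, had an FPKM of 228 ± 104 (SD, n = 16) in WTSH hearts, 3957 ± 3139 (SD, n = 16) in WTTAC hearts and 5587 ± 2879 (SD, n = 16) in KOTAC hearts. Postn encodes periostin, a matrix protein of activated fibroblasts. Its FPKM was 11.1 ± 3.96 (SD, n = 16) in WTSH hearts, 282 ± 326 (SD, n = 16) in WTTAC hearts and 286 ± 140 (SD, n = 16) in KOTAC hearts. The tree was built from the 5000 genes of highest variance, with 1 minus Pearson's r as the distance and average linkage, since the paper's text does not name them. Its first split gave a branch with 30 TAC hearts and 0 sham hearts and a branch with the 32 sham hearts and 2 TAC hearts (Fisher's exact test, p = 6.12e-16). These 2 were WTTAC heart 2 of week 4 and WTTAC heart 2 of week 8. At the split into 4 branches, 51.6% of hearts lay in a branch held mainly by their own condition. Surgery took 32.28% of the variance of these genes (PERMANOVA, p = 1e-04, the smallest its permutations can give) and week 11.58% (p = 1e-04). Genotype took 1.37% (PERMANOVA, permutation p = 0.1803), and the interaction of surgery and genotype took 0.61% (permutation p = 0.6624). With Euclidean distance, the first split instead parted the 4 libraries of week 2 with a length bias from the other 60, and 56.2% of hearts lay in a branch of their own surgery (Fisher's exact test, p = 0.113).

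**Figure D2:**
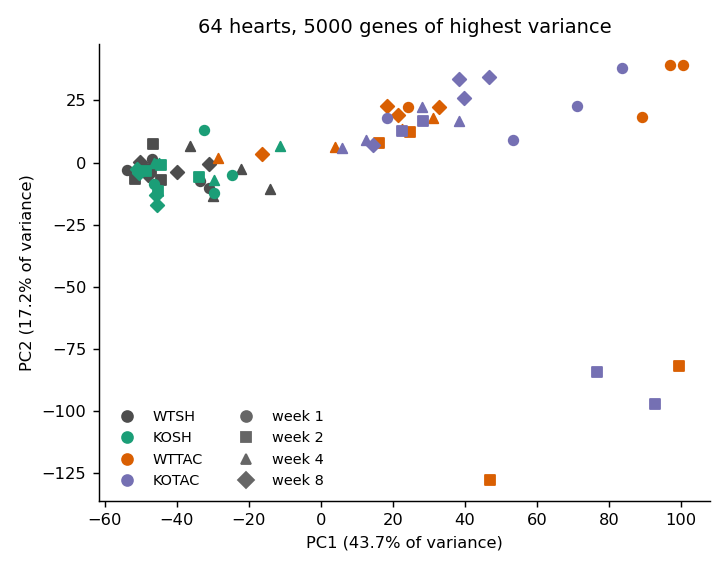
Principal component 1 (x axis, 43.7% of the variance) against principal component 2 (y axis, 17.2%) of the 5000 genes of highest variance, 1 point per heart, colored by condition and shaped by week. Sham hearts lie at the left, TAC hearts mainly at the right, and the 4 libraries of week 2 with a length bias lie apart at the bottom.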

Hierarchical clustering revealed that the transcriptome profiles of the hearts segregate first by treatment conditions (TAC vs. SH) and then by genotypes (WT vs. KO) (Fig 1B). Further, we found the largest number of differentially expressed genes (DEGs) in the KOTAC vs. WTSH comparison (N = 6521, False Discovery Rate (FDR) < 0.05), followed by the WTTAC vs. WTSH comparison (N = 5238). In contrast, there were only 251 DEGs in the KOSH vs. WTSH comparison. This result suggests that the transcriptome of KOTAC hearts is most perturbed, which is also associated with accelerated heart failure. On the other hand, there is only a very modest perturbation to the transcriptome of KOSH hearts.

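After TAC, genes of the cardiac stress program and of the extracellular matrix rose, and genes of fatty acid oxidation, calcium handling and the TCA cycle fell, in wild-type and in knockout hearts. Of 53 genes of extracellular matrix and fibrosis, 52 rose in KOTAC vs. WTSH and 53 rose in WTTAC vs. WTSH at an adjusted p under 0.05 from limma (the same counts adjusted over the list alone). Cilp, a matrix protein, had log2 fold changes of 4.13 (standard error 0.30) and 3.54 (standard error 0.30) in these comparisons, and Mfap5, a protein of microfibrils, 3.23 and 2.80. Of 22 genes of the stress and fetal gene program, 20 rose in each comparison, and Nebl, a protein of the Z-disc, fell by 0.34 in KOTAC vs. WTSH. The largest rise in KOTAC vs. WTSH was that of Nppa, with 4.59 (standard error 0.33, adjusted p = 3.4e-16), followed by Postn with 4.47 (standard error 0.27, adjusted p = 4.08e-19). Their rises in WTTAC vs. WTSH were 3.68 and 3.74. Xirp2, a protein of the intercalated disc, rose by 2.01 and 1.49, and Ctgf, a matricellular growth factor, by 3.26 and 2.56. Of 42 genes of fatty acid uptake and oxidation, 39 fell in KOTAC vs. WTSH and 36 in WTTAC vs. WTSH (39 and 37 adjusted over the list alone), and none rose. Among these were Slc27a1, a fatty acid transporter, with -0.96 and -0.65, and Acaa2, the last enzyme of beta-oxidation, with -1.35 and -0.99. Of 28 genes of calcium handling and ion channels, 20 fell in each comparison. Pln, the inhibitor of the calcium pump, fell by 0.79 and 0.53, Kcnj3, a potassium channel, by 1.68 and 1.10, and Casq2, the calcium store protein, rose by 0.30 in each. Sarcomere and cardiomyocyte identity genes went both ways, with 8 of 25 higher and 9 lower in KOTAC vs. WTSH and 5 higher and 6 lower in WTTAC vs. WTSH. Tnni3, the cardiac troponin I, had -0.63 and -0.42 (-0.23 and not called in WTTAC vs. WTSH with quantile normalization, adjusted p = 0.212), and Mybpc3, the cardiac myosin binding protein, 0.45 and 0.32. The median change of this list was 0.009 and the mean 0.02 in WTTAC vs. WTSH, while its test pointed down. Markers of other cells rose as well: 12 of 13 fibroblast markers and 17 of 20 macrophage markers were higher in each comparison. The fibroblast list shares genes with the matrix list, among them Col1a1, Col3a1, Postn and Mfap5, so its count in part repeats the same genes.

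**Figure D3:**
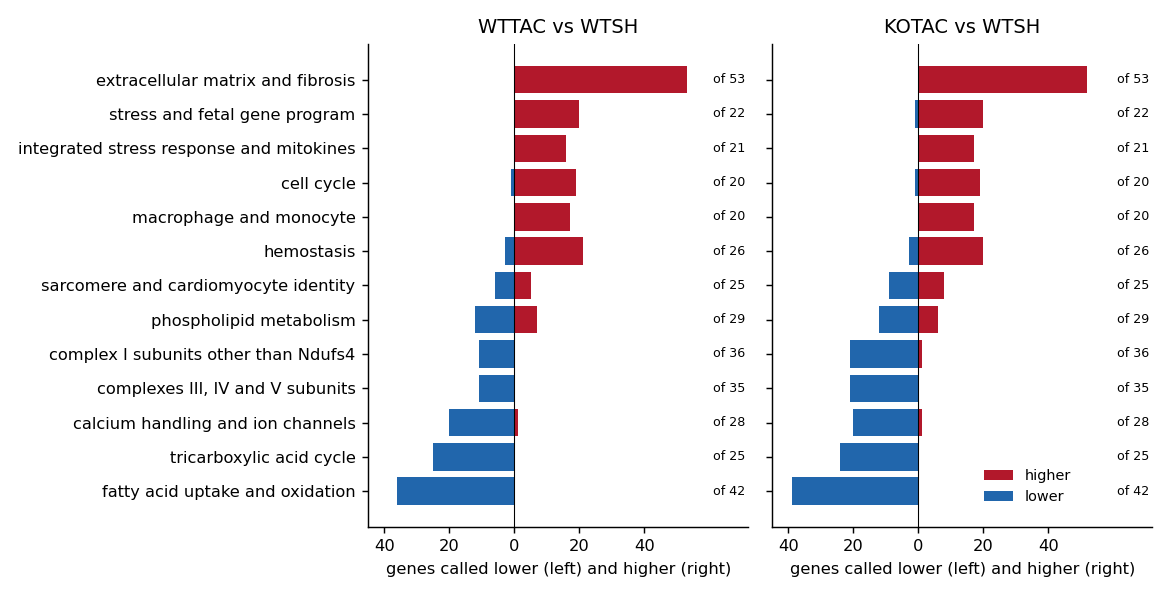
Number of genes of each list that were lower (left of 0) and higher (right of 0) in WTTAC vs. WTSH and in KOTAC vs. WTSH (x axis), at an adjusted p under 0.05 from limma, with the number of genes tested at the right. The bars of sarcomere, phospholipid and complex I genes change with the scaling of the libraries: under median-of-ratios scaling 4 sarcomere genes are higher and 15 lower in KOTAC vs. WTSH.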

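Of the 13653 genes tested, 8294 were called in KOTAC vs. WTSH, 5909 of them higher and 2385 lower. In WTTAC vs. WTSH, 8173 were called, 6574 higher and 1599 lower. The share of rises depends on how the libraries are scaled, since the median change of all genes was 0.101 in KOTAC vs. WTSH and 0.135 in WTTAC vs. WTSH on the FPKM scale. Under median-of-ratios scaling, 4195 genes were higher and 4189 lower in KOTAC vs. WTSH, and 3882 higher and 3790 lower in WTTAC vs. WTSH. Under quantile normalization, 3836 were higher and 4610 lower in KOTAC vs. WTSH, and 3454 higher and 4283 lower in WTTAC vs. WTSH. Under these scalings, 52 and 51 matrix genes and 20 and 20 stress genes were higher in KOTAC vs. WTSH, and 40 and 39 of 42 fatty acid genes were lower. Without the 4 libraries of week 2 with a length bias, 6344 genes were higher and 2174 lower in KOTAC vs. WTSH, and 6993 higher and 1583 lower in WTTAC vs. WTSH. By limma's camera test, with its preset correlation between genes, the smallest p-values were those of extracellular matrix (adjusted p = 3.42e-24 in KOTAC vs. WTSH, and adjusted p = 0.285 with an estimated correlation) and fatty acid oxidation (adjusted p = 5.76e-26, and adjusted p = 0.24 with an estimated correlation). Calcium handling (adjusted p = 3.19e-14, and adjusted p = 0.24 with an estimated correlation) and the stress program (adjusted p = 3.17e-08, and adjusted p = 0.285 with an estimated correlation) were called too. Calls of fold changes of at least 2, the threshold that S1 Text adds, were 443 in KOTAC vs. WTSH and 295 in WTTAC vs. WTSH.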

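In sham hearts, few genes differed with the loss of Ndufs4. Besides Ndufs4 itself, 6 genes were called between KOSH and WTSH hearts at an adjusted p under 0.05 from limma. An unadjusted p under 0.05 was held by 631 genes, fewer than the share of 0.05 that chance alone would give among 13653 genes. Mthfd2, the mitochondrial folate enzyme that rises in the mitochondrial stress response, was higher by 0.84 (standard error 0.16, adjusted p = 0.0137). Its FPKM was 0.799 ± 0.192 (SD, n = 16) in WTSH hearts and 2.66 ± 2.23 (SD, n = 16) in KOSH hearts. Cpxm2, a carboxypeptidase-like protein, was higher by 0.65 (standard error 0.13, adjusted p = 0.0156), Gnb3, a G protein subunit, by 0.54 (standard error 0.11, adjusted p = 0.0183), and Atp2a1, the calcium pump of fast skeletal muscle, by 0.35 (standard error 0.076, adjusted p = 0.0459). 3632451O06Rik was lower, with -0.45 (standard error 0.073, adjusted p = 0.000842). Of 21 genes of the integrated stress response and mitokines, Mthfd2 was the one called (2 adjusted over the list alone), and the list as a whole was higher (camera, adjusted p = 5.42e-08, and adjusted p = 0.144 with an estimated correlation). Of 11 markers of smooth muscle cells and pericytes none was called (3 lower adjusted over the list alone), and the list was lower (camera, adjusted p = 4.93e-05, and adjusted p = 0.182 with an estimated correlation), with Acta2, smooth muscle actin, at -0.60 (adjusted p = 0.373). Of 7 skeletal muscle markers, Atp2a1 was called (1 higher and 1 lower adjusted over the list alone), and the list was higher with either correlation (camera, adjusted p = 0.000895, and adjusted p = 0.0293 with an estimated correlation). Camera also called extracellular matrix (adjusted p = 0.000895, and adjusted p = 0.987 with an estimated correlation), the stress program (adjusted p = 0.000895, and adjusted p = 0.874 with an estimated correlation) and antigen presentation (adjusted p = 0.00088, and adjusted p = 0.874 with an estimated correlation) as higher, with medians of 0.02, 0.004 and 0.16 and 0 members called by limma. Of 100 splits of the KOSH and WTSH hearts, the real one included, 64 called as many as the 6 lists called here. Chance can therefore not be excluded for the calls of lists. Under median-of-ratios and quantile scaling, 4 and 3 lists were called. Some of the calls of single genes lie near the threshold and end without 1 heart, while their log2 fold changes move little. Cpxm2 had 0.614 (adjusted p = 0.0528 from limma) without WTSH heart 1 of week 2. Gnb3 had 0.504 (adjusted p = 0.0609) without WTSH heart 4 of week 4. The call of Atp2a1 ended with any 1 of 38 hearts left out, with 0.329 (adjusted p = 0.147) without KOSH heart 4 of week 4. The count was 4 without WTSH heart 1 of week 2, 12 under either median-of-ratios or quantile scaling, and 80 with array weights.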

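TAC changed largely overlapping sets of genes in wild-type and in knockout hearts. In KOTAC vs. KOSH, 6547 genes were higher and 1915 lower, and 5924 of the rises and 1458 of the falls were also called in WTTAC vs. WTSH, a comparison that shares no hearts with it. Independent lists of these sizes would share 3152.4 and 224.3 genes, and 0 genes were called in opposite directions. Across the 13653 genes, which are not independent replicates, the fold changes had a correlation of 0.925. No gene was called for the interaction of genotype and TAC by limma. An unadjusted p under 0.05 was held by 312 genes, also fewer than the share of 0.05 that chance alone would give. Between KOTAC and WTTAC hearts, 15 genes were higher and 97 lower. Angpt1, the vessel-stabilizing angiopoietin, had -0.58 (standard error 0.095, adjusted p = 0.000513), Stard10, a lipid transfer protein, -0.56 (standard error 0.11, adjusted p = 0.00624), and Kcnj3 -0.58 (standard error 0.13, adjusted p = 0.0132). Penk, the precursor of enkephalins, had -0.69 (adjusted p = 0.0112), and Adra1b, an adrenergic receptor, -0.61 (adjusted p = 0.0146). Psca, a surface antigen, was higher by 0.55 (standard error 0.087, adjusted p = 0.000389), Haus8, a microtubule protein, by 0.53 (adjusted p = 0.0146), and Gdf15, a stress-induced cytokine, by 1.11 (standard error 0.27, adjusted p = 0.029). Of the 42 fatty acid genes, Cd36, the main fatty acid transporter, had -0.26 (adjusted p = 0.0277), and Slc27a1 had -0.30 (adjusted p = 0.0443), with 9 lower adjusted over the list alone. Gdf15 was the one stress gene called of 22 (4 higher adjusted over the list alone), and Kcnj3 the one of 28 calcium and channel genes (9 lower adjusted over the list alone). Tbx5, a cardiac transcription factor, was lower, with -0.31 (adjusted p = 0.0472), as was Arntl, the clock gene, with -0.64 (adjusted p = 0.0472).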

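Many of these calls between KOTAC and WTTAC lie near the threshold. Without KOTAC heart 1 of week 1, the count fell from 112 to 50, and it was 198 without WTTAC heart 1 of week 2 and 42 without the 4 libraries of week 2 with a length bias. Cd36 and Slc27a1 had adjusted p-values of 0.0634 and 0.0958 without KOTAC heart 1 of week 1, Gdf15 and Tbx5 of 0.0709 and 0.0943 without KOTAC heart 4 of week 8, and Arntl of 0.0844 without WTTAC heart 4 of week 4. The split of rises and falls was 59 and 36 under median-of-ratios scaling and 73 and 33 under quantile normalization. Under these scalings Cd36 had adjusted p-values of 0.117 and 0.156, Slc27a1 of 0.107 and 0.0888, and Tbx5 of 0.0776 and 0.0956. The count was 282 with array weights, 24 with condition only, 8 without week 2 and 7 with only the hearts compared. Each of the 112 genes kept its direction under the 2 scalings, with array weights and without week 2. Condition only and only the hearts compared leave the fold changes as they were, since each group held 4 hearts. Direction could not turn there, nor for the 83 genes that a filter at an FPKM of 5 left in the test. Ndufs4, Angpt1 and Psca stayed called in the designs counted above, under both scalings and without any 1 heart. The requirement of a fold change of at least 2 ended the calls of Angpt1 and Psca. From the order of the numbers of DEGs, the paper proposes that the KOTAC transcriptome is the most perturbed, and it links this to the faster heart failure of these mice. Here the counts against WTSH lay close, with 8294 in KOTAC and 8173 in WTTAC (8384 and 7672 under median-of-ratios scaling). WTTAC had more calls at week 1 (7651 against 5964), at week 2 (6330 against 6246) and without the 4 libraries of week 2 with a length bias. KOTAC had more at week 4 (1290 against 29) and week 8 (4064 against 2245).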

### Application of *i*MDM to the heart failure RNA-Seq dataset

Although clustering and differential gene expression analyses can reveal global trend in transcriptome dynamics, such methods cannot reveal individual pathways and their dynamics across conditions, motivating us to develop the *i*nference of multiple differential modules (*i*MDM) algorithm. The major algorithmic steps of *i*MDM are illustrated in Fig 2. We applied *i*MDM to our heart failure RNA-Seq data and identified M-DMs that occur in single as well as multiple DCNs. Using our RNA-Seq data, we first constructed three Differential Co-expression Networks (DCNs, see Materials and Methods), each of which contains 10929 genes. At a p-value threshold of 0.05, we identified a total of 232 M-DMs, including 109 1-DMs, 107 2-DMs, and 16 3-DMs (Fig 3). A summary of the discovered M-DMs is provided in S1 Table. Consistent with the result of our differential expression analysis, the KOTAC DCN yielded the largest number of condition-specific 1-DMs (N = 56) followed by the WTTAC DCN (N = 46). In contrast, much smaller number of modules (N = 7) was identified in the KOSH DCN. *i*MDM also uncovered a large number of 2-DMs in both the KOTAC and the WTTAC DCNs (N = 73).

**Fig 2:**
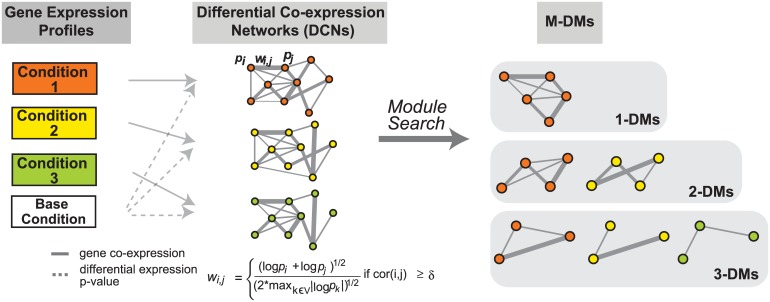
Overview of the iMDM algorithm. The algorithm has two major steps. First, gene expression profiles across multiple conditions are used to build differential gene co-expression networks (DCNs). To build DCNs, a binary co-expression network is constructed first in which edges are chosen based on the absolute value of Pearson correlation of the expression profiles of two genes. Only edges whose correlation exceeds a pre-defined threshold ***δ*** are included in the binary network. Edges in the binary network are then weighted (***wi,j***) based on the p-values (***pi*** and ***pj***) of differential gene expression between the baseline and disease conditions. Second, multiple differential co-expression networks are analyzed to identify shared and unique multiple differential modules (M-DMs) under different conditions. 1-DM are modules that are only found in one condition whereas M-DMs with M ≥ 2 are modules that are found in multiple conditions.

**Fig 3:**
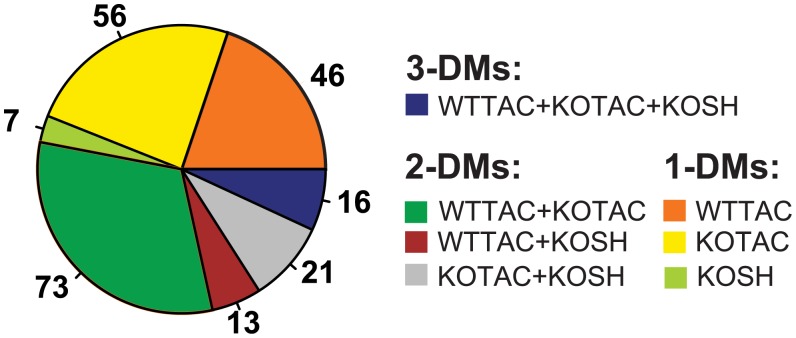
Application of the *i*MDM algorithm to the heart failure RNA-Seq dataset. Numbers of M-DMs detected in different DCNs. Each color represents a different type of M-DMs.

### Performance benchmarking of the *i*MDM algorithm

We conducted two types of comparisons to demonstrate the advantages of *i*MDM over existing methods. To determine if using differential network can improve performance over using co-expression network alone, we have compared the performance of *i*MDM when fed with these two types of networks separately. We used our RNA-Seq data to construct three DCNs and three co-expression networks for WTTAC, KOTAC, and KOSH condition, respectively. The two algorithms were fed with appropriate sets of input networks (i.e. DCNs for the *i*MDM, co-expression networks for the other algorithm). The outputs of the two algorithms were seven sets of modules that were discovered from seven sets of networks (three single networks, three sets of two networks, and one set of three networks). To determine if using multiple networks can improve performance over using a single co-expression network, we have compared *i*MDM to the popular WGCNA algorithm [8], which is primarily designed for the analysis of a single co-expression network and has been used in several studies of heart diseases [2,4–6]. We generated seven single co-expression networks using one, two, and three experimental conditions at a time, respectively. Each single co-expression network was fed to WGCNA to return a set of modules. Like the other two algorithms, seven sets of modules were computed by WGCNA. We evaluated the resulting seven sets of modules discovered by the different algorithms using multiple reference pathway annotations, including Gene Ontology [9], KEGG [10], MGI pathways [11], Canonical pathways [12], Biocarta [13], and Reactome [14]. *i*MDM achieved significantly higher specificity and sensitivity when evaluated using all except one reference sets (*p-value* < 0.05, one-sided Fisher’s exact test, Fig 4A and 4B). Besides gold-standard pathway annotations, a higher percentage of gene modules identified by *i*MDM was enriched for genes whose deletions lead to cardiovascular phenotypes documented in the Mouse Phenome Database [15] (Fig 4C). We concluded that compared to using co-expression networks, simultaneous analysis of multiple differential co-expression networks improves the inference accuracy of gene pathways.

**Fig 4:**
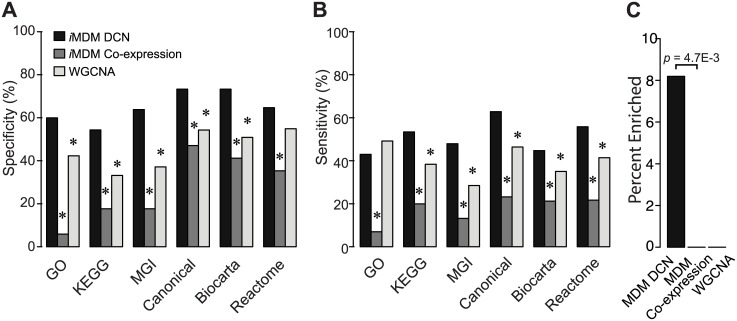
Performance comparison of the *i*MDM algorithm. *i*MDM DCN, method using multiple differential co-expression networks; *i*MDM Co-expression, method using multiple co-expression networks but no differential gene expression information. A, Specificity of the algorithms. Gene modules found by each method were evaluated using a set of gold-standard pathway annotations. Specificity was defined as the fraction of predicted modules that significantly overlaps with reference pathways. B, Sensitivity of the algorithms. Sensitivity was defined as the fraction of reference pathways that significantly overlaps with predicted modules. Pathway overlap P-values were computed using the hypergeometric distribution. P-values for the difference in specificity and sensitivity were computed using Fisher’s exact test. C, Percentage of predicted modules that significantly overlapped with genes whose deletions lead to cardiovascular phenotypes. P-values for the difference in the percentage of overlapped modules was computed using Fisher’s exact test. All p-values were corrected for multiple testing using the method of Benjamin-Hochberg. *, *p-value* < 0.05.

### Condition-specific 1-DMs reveal unique pathways associated with different heart failure conditions

We found that the three sets of 1-DMs were enriched for different Gene Ontology (GO) annotations (Fig 5A). For instance, KOSH 1-DMs were enriched for nucleotide catabolism and localization of cell. 

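The genes that S1 Table lists for these terms did not pass the test between KOSH and WTSH hearts. The modules and terms were chosen by the study on these hearts, so counts over them are not independent evidence. Of the 6 genes listed for nucleotide catabolism (Agfg2, Atp10d, Pde1c, Rasal2, Rerg and Spry1), 0 were called in KOSH vs. WTSH by limma over all genes or over the list alone, and their median log2 fold change was -0.10. Spry1, an inhibitor of receptor tyrosine kinase signaling, and Agfg2, a protein of vesicle traffic, rose in KOTAC vs. WTSH, with 0.97 and 0.36, and these 2 of the 6 also rose in WTTAC vs. WTSH. Of the 11 tested genes listed for localization of cell, 0 were called in KOSH vs. WTSH, with a median of 0.052, and 9 rose in KOTAC vs. WTSH and in WTTAC vs. WTSH, with medians of 1.24 and 0.96. Of all 129 genes of the KOSH modules, 0 were called between KOSH and WTSH hearts. The correlation within these modules depends on 1 heart. Over the 16 KOSH hearts, the mean absolute Pearson's r within module 1, one of those listed for localization of cell, was 0.683, and without KOSH heart 1 of week 4 it was 0.28. It stayed at 0.685 or higher without any other heart. In 5 of the 7 KOSH modules it fell in the same way, to between 0.257 and 0.364. In the module listed for nucleotide catabolism it was 0.703, and 0.662 without KOSH heart 3 of week 2.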

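Genes listed for these terms of WTTAC 1-DMs fell or rose together, and they did so in both genotypes after TAC. The terms and modules were chosen by the study on these hearts, so the counts are not independent evidence of their direction. The 5 genes listed for the TCA cycle (Idh3b, Mdh1, Sdhc, Sucla2 and Suclg2) fell in WTTAC vs. WTSH, with a median of -0.39, and in KOTAC vs. WTSH, with a median of -0.52. Mdh1, the cytosolic malate dehydrogenase, had -0.36 and -0.47. The 5 genes listed for phospholipid metabolism (Agpat3, Aldh5a1, Impa2, Lpcat3 and Pla2g5) fell as well, with medians of -0.55 and -0.71. Pla2g5, a secreted phospholipase, had -1.32 and -1.86, and Impa2, an inositol monophosphatase, -0.70 and -0.87. Agpat3, an acyltransferase, had -0.18 (adjusted p = 0.0152 from limma) in WTTAC vs. WTSH, and -0.12, no longer called, without the 4 libraries of week 2 with a length bias. The 13 genes listed for enzyme linked receptor protein signaling rose, with medians of 1.14 and 1.24. Among them were Nox4, a source of reactive oxygen species, with 1.14 and 1.47, and Serpine2, a protease inhibitor, with 1.18 and 1.22. None of the genes of these 3 terms was called between KOTAC and WTTAC hearts by limma over all genes. Adjusted over each list alone, 3 phospholipid genes were lower and 3 genes of enzyme linked receptor signaling higher in KOTAC.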

WTTAC 1-DMs were enriched for terms such as tricarboxylic acid cycle, phospholipid metabolism, and enzyme linked receptor protein signaling. 

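Matrix genes of the KOTAC 1-DMs rose and fatty acid genes fell after TAC, in knockout and in wild-type hearts. The 18 genes listed for extracellular structure organization rose in KOTAC vs. WTSH, with a median of 1.92, and in WTTAC vs. WTSH, with a median of 1.73. Col1a1 and Col3a1, which encode the fibrillar collagens of scar tissue, had 2.55 and 2.60 in KOTAC vs. WTSH and 2.32 and 2.35 in WTTAC vs. WTSH, and Eln, elastin, 2.47 and 2.24. The 16 genes listed for fatty acid metabolism fell in both comparisons, with medians of -0.80 and -0.58. Hadha, a subunit of the trifunctional protein of beta-oxidation, had -0.80 and -0.67, and Hadh, another dehydrogenase of beta-oxidation, -0.95 and -0.78. The 6 genes listed for hemostasis rose, with medians of 1.17 and 1.04, and the 14 listed for negative regulation of response to stimulus rose, with medians of 1.16 and 1.08. Sfrp1, an inhibitor of Wnt signaling listed for the last term, had 1.65 and 1.43. No gene of these 4 terms was called between KOTAC and WTTAC hearts by limma over all genes, and 7 fatty acid genes were lower in KOTAC adjusted over their list alone. S1 Table was drawn up from these hearts, so these counts are not independent evidence of a direction.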

KOTAC 1-DMs were enriched for terms such as extracellular structure organization, fatty acid metabolism, hemostasis, and negative regulation of response to stimulus. In general, the different enriched terms were consistent with their specific phenotypes. Several of the rate-limiting steps of nucleotide metabolism take place in the mitochondria and can be affected by the fitness of the organelle [16]. Nucleotide metabolism is generally regarded as a house-keeping process. This is likely the reason why genes involved in nucleotide metabolism were enriched in modules identified under KOSH condition. For the more severe phenotypes of WTTAC and KOTAC, other processes directly related to heart failure were enriched other than this house-keeping process. The other term unique to KOSH 1-DMs was “localization of cell”. Genes annotated with this term are involved in communication with the extracellular matrix. Changes in extracellular matrix are linked to myocardial fibrosis and inflammation, which are earlier events of, hear failure development [17]. For the terms specifically enriched among WTTAC 1-DMs, both TCA cycle and phospholipid metabolism contribute to the general energy metabolism deficiency in failing heart, which has been observed before using the TAC model of heart failure [18]. 

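Enzymes of the TCA cycle fell after TAC in both genotypes, and so did a part of the subunits of the respiratory chain. Of 25 genes of the TCA cycle, a list fixed apart from S1 Table, 24 fell in KOTAC vs. WTSH (25 adjusted over the list alone) and 25 in WTTAC vs. WTSH. Their median log2 fold changes were -0.36 and -0.28. Sdha, the flavoprotein of succinate dehydrogenase, had -0.69 and -0.55, and Idh3g, a subunit of isocitrate dehydrogenase, -0.35 and -0.27. Of 36 subunits of complex I other than Ndufs4, 21 fell and Ndufa11 rose by 0.23 in KOTAC vs. WTSH (not called under median-of-ratios scaling), and 11 fell in WTTAC vs. WTSH (7 adjusted over the list alone). Ndufs1, the largest subunit of the electron input part, had -0.59 and -0.48, and Ndufv1, the NADH-binding subunit, -0.34 and -0.23. Of 35 subunits of complexes III, IV and V, 21 fell in KOTAC vs. WTSH and 11 in WTTAC vs. WTSH (24 and 10 adjusted over the list alone), among them Cox7a1, the muscle form of a complex IV subunit, with -0.82 and -0.63, and Atp5a1, a subunit of ATP synthase, with -0.40 and -0.30. Phospholipid genes went both ways. Of 29 tested, 6 rose and 12 fell in KOTAC vs. WTSH (8 and 12 adjusted over the list alone), and 7 rose and 12 fell in WTTAC vs. WTSH. Pemt, which makes phosphatidylcholine, rose by 0.65 and 0.49, while Lpcat3, which remodels it, fell by 0.53 and 0.29, and Taz, which matures cardiolipin, by 0.32 and 0.22. The 4 libraries of week 2 with a length bias had high values of complex I subunits, with mean z-scores from 1.431 to 3.358, and the median change of this list after TAC was 0.24 at week 2 and below 0 at the other weeks. Without these libraries, 34 complex I subunits fell in KOTAC vs. WTSH and 32 in WTTAC vs. WTSH. None of these lists had a gene called between KOTAC and WTTAC hearts. Counts of respiratory chain genes vary with the scaling: under median-of-ratios scaling, 28 complex I subunits fell in KOTAC vs. WTSH and 26 in WTTAC vs. WTSH, and 30 subunits of complexes III, IV and V fell in each. In KOTAC vs. WTSH, camera gave an adjusted p of 6.88e-14 for the TCA cycle, 1.15e-06 for complex I, 4.14e-08 for complexes III to V and 0.0161 for phospholipids, and the adjusted p-values with an estimated correlation were 0.24, 0.502, 0.471 and 0.502.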

For KOTAC condition, loss of *Ndufs4* leads to significant lower NAD^+^/NADH ratio in KOTAC hearts compared to WTTAC hearts [7]. The low NAD^+^/NADH ratio inhibits fatty acid beta-oxidation [19]. This coordinated down-regulation of the fatty acid module likely contributes to the more severe deregulation of energy metabolism in KOTAC hearts. 

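Genes of blood coagulation and its regulation mostly rose after TAC in both genotypes. Of 26 hemostasis genes, a list fixed apart from S1 Table, 20 rose and 3 fell in KOTAC vs. WTSH, and 21 rose and 3 fell in WTTAC vs. WTSH (the same counts adjusted over the list alone). Anxa2, a receptor for plasmin formation at the cell surface, rose by 1.301 and 1.223, Plat, the tissue plasminogen activator, by 0.83 and 1.05, and F2rl1, a protease-activated receptor, by 0.87 and 0.58. The falls were those of P2ry1, a platelet ADP receptor, by 0.95 and 0.81, F3, the tissue factor that starts coagulation, by 0.45 and 0.37, and Tfpi, the inhibitor of that start, by 0.47 and 0.29. The 6 genes that S1 Table lists for hemostasis rose in both comparisons. Anxa5, which covers procoagulant membranes, had 0.98 and 0.99, F2r, the thrombin receptor, 1.21 and 1.07, Axl, a receptor kinase, 0.84 and 0.82, Pdpn, a ligand of a platelet receptor, 1.28 and 1.15, and Efemp2, a matrix protein, 1.13 and 1.02. None of the 26 genes was called between KOTAC and WTTAC hearts by limma. The list as a whole was higher in KOTAC vs. WTSH (camera, adjusted p = 0.00306, and adjusted p = 0.442 with an estimated correlation) and in WTTAC vs. WTSH (adjusted p = 0.00336, and adjusted p = 0.421 with an estimated correlation). Rises of endothelial markers were measured beside it, with 8 of 15 higher in KOTAC vs. WTSH and 11 in WTTAC vs. WTSH, and 4 and 6 under median-of-ratios scaling.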

Hemostasis has been reported to be associated with more severe form of heart failure such as KOTAC [20].

**Fig 5:**
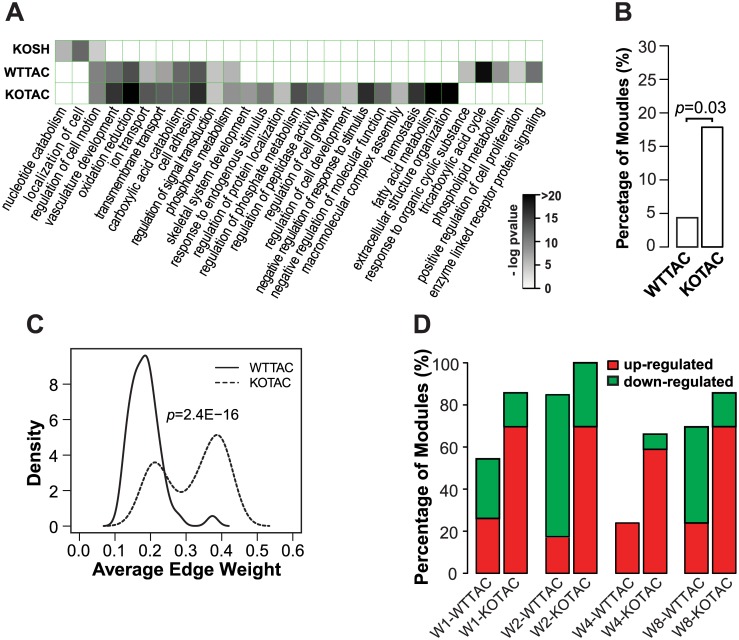
Global features of 1-DMs. A, Enriched GO biological process terms in the three sets of 1-DMs. Enrichment p-value was computed using hypergeometric distribution. The grey scale is proportional to the minus logarithm of the enrichment p-value. B, Percentage of 1-DMs enriched for genes annotated to have cardiovascular system phenotypes when disrupted. C, Distributions of average edge weight of 1-DMs in WTTAC and KOTAC DCNs. D, Percentage of 1-DMs up- and down-regulated during the course of heart failure development. W1, week 1, etc.

Besides GO annotation, we found that a higher fraction of KOTAC 1-DMs (versus WTTAC) was enriched for genes whose disruption leads to cardiovascular phenotypes documented in the Mouse Phenome Database [15] (17.9% vs. 4.3%, p-value = 0.03, one-sided Fisher’s exact test, Fig 5B).

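Cardiovascular phenotype genes of the TAC modules changed after TAC almost without exception, as did the other genes of these modules. S1 Table lists 97 such genes in the KOTAC 1-DMs, of which 63 rose and 32 fell in KOTAC vs. WTSH at an adjusted p under 0.05 from limma, and 65 in the WTTAC 1-DMs, of which 18 rose and 45 fell in WTTAC vs. WTSH. Of all 675 tested genes of the KOTAC 1-DMs 99.7% were called, and of all 443 of the WTTAC 1-DMs 99.3%, as the modules were selected for genes that differ. In the modules with a p of S1 Table under 0.05, 29 genes rose and 23 fell for KOTAC, and 13 fell for WTTAC. Among the KOTAC genes were Postn, Col3a1 and Fn1, fibronectin, which rose, and Pln, Hrc, a calcium-binding protein of the sarcoplasmic reticulum, and Crat, carnitine acetyltransferase, which fell. The falls of Hrc were 1.11 in KOTAC vs. WTSH and 0.83 in WTTAC vs. WTSH on the log2 scale. Hlf, a clock-controlled transcription factor listed for WTTAC, had -0.89 and -0.97. In the KOSH modules 0 of 17 such genes were called in KOSH vs. WTSH. By the p-values of S1 Table, 10 of 56 KOTAC 1-DMs (17.9%), 2 of 46 WTTAC 1-DMs (4.3%) and 0 of 7 KOSH 1-DMs were enriched, a difference of 13.5 percentage points between KOTAC and WTTAC (Fisher's exact test, one-sided p = 0.0328, two-sided p = 0.0606). At a threshold of 0.01 for the modules, 3 KOTAC and 0 WTTAC modules were enriched, a difference of 5.4 percentage points (Fisher's exact test, one-sided p = 0.161).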

Because the edge weight in DCNs is a measure of differential gene expression between the disease and baseline conditions, a larger average edge weight of a 1-DM means a bigger difference in the expression of module genes. In other words, the average edge weight serves as a measure of differential activity of the module. We next compared the distributions of average edge weight in the 1-DMs for WTTAC and KOTAC. 

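Genes of KOTAC modules had larger edge weights in their own network than genes of WTTAC modules. The modules were those of S1 Table, chosen by the study on these hearts. Pairs of module genes were given an edge at an absolute Pearson's r of 0.8 or more over the 16 hearts of a condition, kept by the PCIT rule, and weighted by the limma p-values of both genes against WTSH as in the Methods. The mean weight over all pairs was 0.3751 ± 0.0586 (SD, n = 56 modules) for KOTAC 1-DMs and 0.2591 ± 0.1309 (SD, n = 46 modules) for WTTAC 1-DMs. The difference of 0.1160 was larger than permuting the modules gave (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The modules share genes, so they are not independent. Genes behind large weights are those that differ most from WTSH, such as Comp, a matrix protein of cartilage and scar, with 3.75 in KOTAC vs. WTSH and 2.91 in WTTAC vs. WTSH, and Timp1, a protease inhibitor, with 3.35 and 3.03. The difference rests on 1 heart and on the measure of correlation. Without KOTAC heart 3 of week 1, it was 0.0052 (permutation test, p = 0.825), and without WTTAC heart 2 of week 4 it was 0.1744. With Spearman's correlation it was 0.0086 (permutation test, p = 0.671), and with quantile normalization KOTAC modules had smaller weights than WTTAC modules, by -0.0321 (p = 0.0131). With Pearson's correlation on FPKM without log2, the input the Methods name, the means were 0.4359 for KOTAC and 0.2545 for WTTAC 1-DMs.

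**Figure D4:**
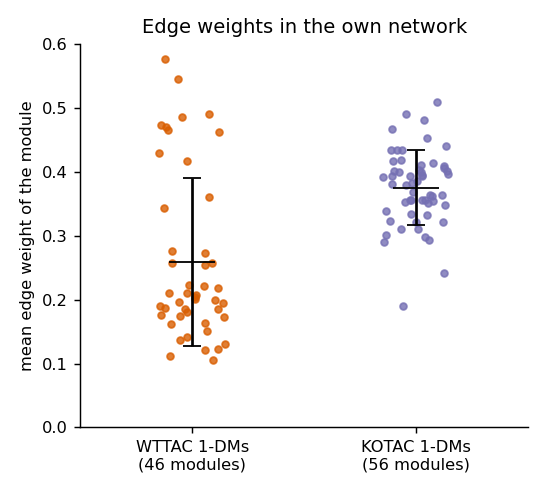
Mean edge weight of each module in its own network (y axis, no unit, from 0 to 1 by construction) for the 46 WTTAC and the 56 KOTAC 1-DMs (x axis), 1 point per module, with the mean and SD. The means are 0.2591 and 0.3751, and 0.2920 and 0.2600 with quantile normalization.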

Our result shows that 1-DMs in the KOTAC network had a greater difference in the expression level than those in the WTTAC network (0.32 vs. 0.19, p-value = 2.4E-16, one-sided t-test, Fig 5C). We also compared the percentages of up- or down-regulated 1-DMs in the WTTAC and KOTAC networks. At a p-value cutoff of 0.01, we found that the percentage of differentially expressed (up- and down-regulated) KOTAC 1-DMs was significantly higher than that of WTTAC 1-DMs at all time points. For example, the percentages at week 1 are 54.3% and 85.7% for WTTAC and KOTAC, respectively (p-value = 4.9E-4, one-sided Fisher’s exact test, Fig 5D).

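Modules of KOTAC genes were counted as changed at each week, and modules of WTTAC genes at weeks 1, 2 and 8 but mostly not at week 4. The count at week 4 is limited by the calls of genes, with 29 in WTTAC vs. WTSH and 1290 in KOTAC vs. WTSH. Single hearts move the 29, to 355 without WTTAC heart 2 of that week and to 1 without WTTAC heart 1. A module was counted when the share of its genes called higher or lower in that week differed from that of the other genes tested (proportion test, adjusted p under 0.01 over modules). S1 Text compares with all genes in the genome and calls genes at a fold change of at least 2. Of the 56 KOTAC 1-DMs, 56 were counted at each week, 39 as higher and 17 as lower. Of the 46 WTTAC 1-DMs, 45 were counted at week 1, 42 at week 2, 8 at week 4 and 46 at week 8, which is 97.8%, 91.3%, 17.4% and 100.0%. The difference between the sets was 2.2 percentage points at week 1 (Fisher's exact test, two-sided, p = 0.451), 8.7 at week 2 (p = 0.0384), 82.6 at week 4 (p = 1.8e-20) and 0.0 at week 8 (p = 1). The modules share genes and are scored on the same hearts, so the p-values between the sets do not measure the spread between hearts. Postn, a leading gene of the matrix modules, had log2 fold changes in TAC against sham hearts of both genotypes of 5.16, 3.93, 2.75 and 4.25 at weeks 1, 2, 4 and 8, lowest at week 4. Fn1 had 3.55, 1.69, 1.23 and 1.51. With the replicate number as a block, 63.0% of WTTAC 1-DMs were counted at week 4 and 34.8% at week 8, which turns the order of these weeks. With genes called at a fold change of at least 2, the difference between the sets was 17.4 percentage points at week 1 (Fisher's exact test, p = 0.00119). It was 0.0 at each week with array weights and 10.9 at week 4 (Fisher's exact test, p = 0.0165) without the 4 libraries of week 2 with a length bias, and without WTTAC heart 3 of week 2 it was 0.0 at week 2 (p = 1).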

Fig 6 shows two example 1-DMs, one unique to the WTTAC network and one unique to the KOTAC network. The top panels of the figure show the visualization of the 1-DMs. The middle panels show the expression profiles of the module genes under four perturbation conditions over time. The bottom panels show the mean edge weights of the 1-DMs in the three non-baseline conditions. Together the middle and right panels explain why a 1-DM is uniquely observed in one condition. 

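Each tested gene of the WTTAC module in Fig 6A rose after TAC in both genotypes. Of its 22 genes, 20 were tested, and 20 rose in WTTAC vs. WTSH and 20 in KOTAC vs. WTSH, with median log2 fold changes of 0.94 and 1.09. The study chose the module on these hearts, so these counts are not independent evidence. Cd44, a receptor for hyaluronan, rose by 1.18 and 1.11, Itga5, the alpha subunit of the fibronectin receptor, by 0.96 and 1.07, Hbegf, a growth factor of the EGF family, by 1.12 and 1.46, and Fbln2, a matrix protein, by 1.53 and 1.75. None of the 20 was called between KOTAC and WTTAC hearts by limma (1 higher adjusted over the list alone). The mean absolute Pearson's r over their 190 pairs was 0.7948 in the 16 WTTAC hearts and 0.5767 in the 16 KOTAC hearts. The difference of 0.2181 did not pass a permutation test of the hearts (two-sided, p = 0.0732). Leaving out 1 heart gave differences from 0.1474 to 0.2528. An edge joined 108 of the 190 pairs in WTTAC and 23 in KOTAC, and the mean edge weight was 0.417 in WTTAC and 0.0864 in KOTAC. The mean z-score of the module per heart was higher in KOTAC than in WTTAC by 0.368 at week 2, 0.462 at week 4 and 0.524 at week 8 and differed by -0.354 at week 1, with p = 0.229, 0.229, 0.314 and 0.543 by exact permutation tests of 4 hearts against 4. With quantile normalization, the difference at week 2 was 0.593 (exact permutation test, p = 0.0286, the smallest the design allows, adjusted p = 0.0429), with each of the 4 KOTAC hearts above each of the 4 WTTAC hearts. Without that normalization, WTTAC heart 3 of week 2, a library with a length bias, had -0.577 and the other WTTAC hearts of that week 0.413 to 0.611. Without the 4 libraries with a length bias, the median log2 difference of the module genes at week 2 was 0.083, against 0.172 with them.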

Taking the WTTAC 1-DM for example, although many genes of the module were differentially expressed in both WTTAC and KOTAC conditions, their expression correlation was much lower in the KOTAC condition. Notice the tighter correlation of expression profiles among WTTAC module genes compared to that of KOTAC module genes (Fig 6A middle panel). As a result, the edge weights among the module genes in the KOTAC DCN were significantly smaller than those in the WTTAC DCN (Fig 6B right panel). Thus, this module was only identified by *i*MDM in the WTTAC DCN.

**Fig 6:**
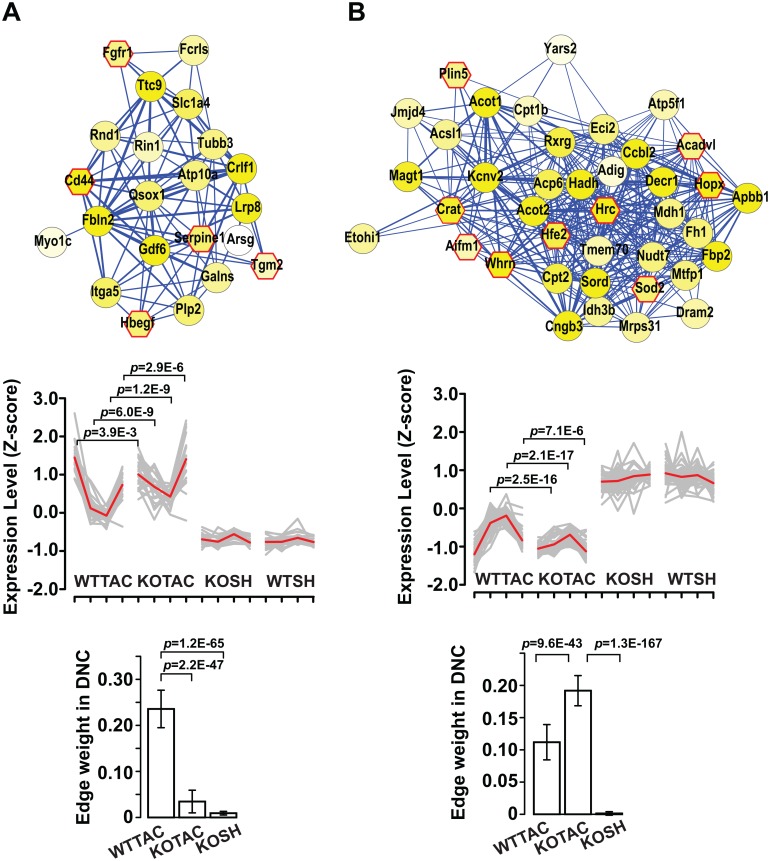
Example 1-DMs uniquely identified in WTTAC and KOTAC DCNs. A, 1-DM unique to the WTTAC DCN and was enriched for genes involved in regulation of cell adhesion. B, 1-DM unique to the KOTAC DCN and was enriched for genes involved in fatty acid metabolism. Top panel, visualization of the module using Cytoscape [21]. Node color is proportional to the p-value of differential gene expression between disease and baseline (WTSH) conditions. Octagon with red border, genes whose mutations lead to cardiovascular phenotypes. Middle panel, expression profiles of module genes in four conditions. Each condition has four time points. Expression levels of each gene across all samples were normalized by Z-score transformation. P-values for the difference in gene expression level were based on t-test. Bottom panel, histogram for edge weights of discovered modules in the WTTAC and KOTAC DCNs.

The example WTTAC 1-DM is enriched for genes involved in the regulation of cell adhesion (Fig 6A, p-value = 1.1E-4). The example KOTAC 1-DM is enriched for genes involved in fatty acid metabolism (Fig 6B, p-value = 3.2E-8). 

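The fatty acid genes of the module in Fig 6B fell after TAC in both genotypes, and each of them was lower in KOTAC than in WTTAC hearts by sign. Of its 39 genes, 39 fell in KOTAC vs. WTSH and 39 in WTTAC vs. WTSH at an adjusted p under 0.05 from limma, in a module that the study chose on these hearts. Between KOTAC and WTTAC hearts, 4 passed the test (17 lower adjusted over the list alone), and the median over the 39 was -0.17. These 4 were Apbb1, an adaptor protein, with -0.34 (adjusted p = 0.00949), Fbp2, the muscle fructose bisphosphatase, with -0.63 (adjusted p = 0.0397), Hopx, a regulator of cardiac transcription, with -0.46 (adjusted p = 0.0356), and Whrn, a scaffold protein, with -0.47 (adjusted p = 0.0305). None of the 39 was called under median-of-ratios or quantile scaling or without the 4 libraries of week 2 with a length bias. The medians over the 39 were -0.13, -0.14 and -0.16 in these settings. With the replicate number as a block, 12 of the 39 were called as lower, with a median of -0.212. Without KOTAC heart 1 of week 1, the adjusted p from limma was 0.0906 for Fbp2, 0.0838 for Hopx and 0.0728 for Whrn. The mean z-score of the module per heart, with the heart as the replicate, was -1.20 ± 0.67 (SD, n = 4) in KOTAC and -0.23 ± 0.48 (SD, n = 4) in WTTAC at week 2, a difference of -0.97 (exact permutation test, p = 0.0857). At week 4 the difference was -0.64 (exact p = 0.114), at week 8 -0.28 (exact p = 0.486) and at week 1 -0.052 (exact p = 0.857). At week 4 it was -0.84 (exact p = 0.0286) without KOTAC heart 3. Against WTSH, the module was lower at each week in both TAC conditions, with differences from -1.92 to -0.95 and each of the 4 TAC hearts below each of the 4 WTSH hearts (exact permutation test, p = 0.0286, the smallest the design allows, adjusted p = 0.0447).

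**Figure D5:**
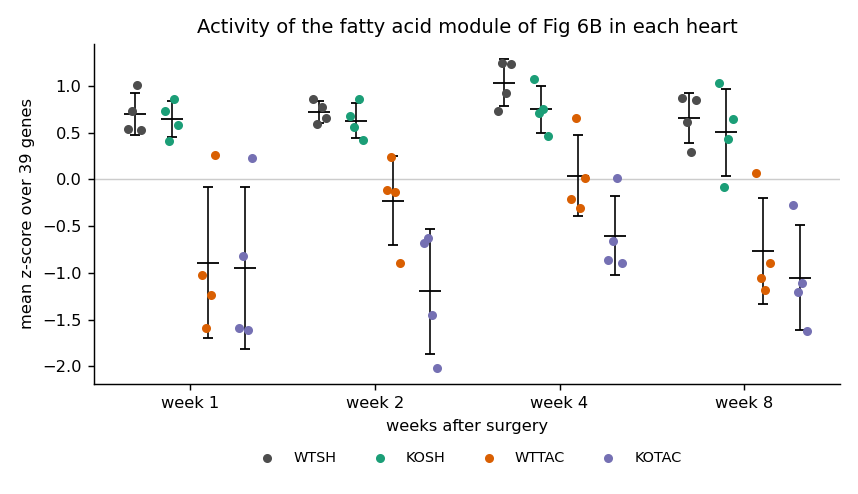
Mean z-score of log2(FPKM + 1) over the 39 genes of the module (y axis) in each heart by weeks after surgery (x axis), with the mean and SD of the 4 hearts of each group. KOTAC means lie below WTTAC means by -0.97 at week 2, with overlap of single hearts at each week.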

The expression of this module is significantly lower in KOTAC compared to WTTAC at weeks 2, 4, and 8. A number of module genes encode enzymes for fatty acid metabolism and have significantly reduced expression, including *Acot1*, *Acot2*, *Acsl1*, *Cpt1b*, *Cpt2*, *Crat*, and *Decr1* (S2 Fig). These observations are consistent with our previous finding that loss of *Ndufs4* leads to significant lower NAD^+^/NADH ratio in KOTAC hearts compared to WTTAC hearts [7]. 

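The 7 enzymes fell after TAC in both genotypes. Acot1, an acyl-CoA thioesterase of the cytosol, had log2 fold changes of -1.65 in KOTAC vs. WTSH and -1.19 in WTTAC vs. WTSH, and Acot2, its mitochondrial relative, -0.98 and -0.73. Acsl1, which activates long-chain fatty acids, had -0.82 and -0.60. Cpt1b and Cpt2, the carnitine palmitoyltransferases of the outer and inner mitochondrial membrane, had -0.40 and -0.29, and -0.81 and -0.54. Crat had -0.79 and -0.59, and Decr1, which helps to oxidize unsaturated fatty acids, -0.87 and -0.64. Between KOTAC and WTTAC hearts averaged over weeks, each of the 7 was lower by sign and none passed the test (adjusted p from 0.105 for Acot1 to 0.512 for Acsl1 from limma). Week by week, the smallest p among 28 exact permutation tests of 4 hearts against 4 was that of Cpt2 at week 2, with a difference of -0.57 and each KOTAC heart below each WTTAC heart (p = 0.0286, adjusted p = 0.343, the smallest adjusted p of the 28). As 0.0286 is the smallest p the design allows, no enzyme alone could have passed this adjustment. Acot1 had -0.87 at week 2 (exact p = 0.114) and -0.68 at week 4 (exact p = 0.0857), and Decr1 -0.38 at week 2 (exact p = 0.0857). At week 4 each of the 7 was lower by sign, from -0.68 (Acot1) to -0.22 (Decr1), with exact p from 0.0571 (Cpt1b) to 0.171 (Cpt2). At week 8, Cpt1b had 0.093 (exact p = 0.4) and Crat 0.037 (exact p = 0.8). The other enzymes were lower by sign at week 8, from -0.28 (Decr1, exact p = 0.286) to -0.116 (Cpt2, exact p = 0.743). At week 1 the differences of the 7 enzymes ranged from -0.12 to 0.02. Cpt2 lies on the minus strand of chromosome 4 of mm9 from 107576586 to 107596215, and Cpt1b on the minus strand of chromosome 15 from 89246836 to 89256294.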

The low NAD^+^/NADH ratio inhibits fatty acid beta-oxidation [19]. This coordinated down-regulation of the fatty acid module likely contributes to the more severe deregulation of energy metabolism in KOTAC hearts.

In summary, the above analyses demonstrate the power of simultaneous analysis of multiple DCNs for uncovering condition-specific pathways involved in heart failure. We found that 1-DMs in the KOTAC condition exhibited higher differential activities during heart failure progression and were enriched for higher fraction of genes with known cardiovascular phenotypes when disrupted. These KOTAC-specific 1-DMs provide new insights into the mechanisms for the accelerated heart failure in KOTAC mice.

### M-DMs shared among multiple networks can be used to reveal pathway dynamics during the progression of heart failure

Pathway dynamics can be attributed to changes in both gene expression and connectivity among genes (i.e. pathway rewiring). Although less studied, the latter type of dynamics has recently been shown to play a critical role in disease progression and treatment response, such as the role of hub genes [22] and rewiring of signaling pathways during cancer treatment [23] and cardiac hypertrophy [24]. Here, we demonstrate that *i*MDM enables systematic analysis of pathway dynamics by considering both activity and connectivity changes among shared 2/3-DMs across networks. We further show pathway dynamics is correlated with the dynamic changes in disease phenotypes, which can provide better insights into molecular mechanisms of disease progression.

Because component modules of a 2/3-DM share the same set of genes in multiple DCNs but can differ in their connectivity, 2/3-DM provides a natural way to capture dynamic changes in pathway connectivity. We thus devised the Module Connectivity Dynamic Score (MCDS) to quantify the dynamics of M-DMs (see Materials and Methods for details). Since the DCNs are weighted based on the degree of correlated differential expression, MCDS quantifies not only the presence and absence of edges but also changes in edge weights that can be viewed as the interaction strength among genes.

To identify M-DMs that exhibit significant dynamics than expected by chance, we compared the MCDS values of real 2/3-DMs to a null distribution of MCDS values of random 2/3-DMs. 

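Modules that S1 Table marks as dynamic changed their edge weights between networks more than the static ones, as their selection implies. S1 Table holds 99 dynamic 2/3-DMs at a p under 0.01. The MCDS, computed from edge weights recalculated from the FPKM values, was 0.2575 on average for dynamic modules and 0.1599 for static ones, a difference of 0.0976 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The p of S1 Table was itself computed from these hearts, so this is not independent evidence. Leaving out 1 heart gave differences from 0.0714 (without WTTAC heart 3 of week 2, permutation p = 0.0001) to 0.1114 (without KOTAC heart 2 of week 8). At an edge threshold of 0.9, it was 0.0055 (permutation p = 0.71), and with quantile normalization 0.0255 (p = 0.0718). The example of Fig 7A holds Hrc, Cpt2, Decr1 and Aldh5a1, succinate semialdehyde dehydrogenase, which had -0.71 in KOTAC vs. WTSH and -0.55 in WTTAC vs. WTSH.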

At a p-value cutoff of 0.01, we found 102 dynamic 2/3-DMs. A list of the dynamic 2/3-DMs is provided in S1 Table.

Fig 7A shows an example dynamic 2-DM, observed in both KOTAC and WTTAC DCNs. For clarity, only edges with significant weight changes (p < 0.05) are shown. For this module, the majority of the changed edges had increased weight in the KOTAC condition compared to the WTTAC condition (in red), due to more significant changes in the expression of the two genes under the KOTAC condition compared to the baseline. 

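Genes of the module in Fig 7A fell after TAC in both genotypes. Of its 26 genes, 25 were tested, and 25 fell in KOTAC vs. WTSH and 25 in WTTAC vs. WTSH at an adjusted p under 0.05 from limma, with median log2 fold changes of -0.75 and -0.55. The module was chosen by the study on these hearts. Hopx had -1.39 and -0.93, Whrn -1.28 and -0.81, and Fbp2 -1.77 and -1.15. Between KOTAC and WTTAC hearts, these 3 were called and 12 were lower adjusted over the list alone, and the median over the 25 was -0.20. Under median-of-ratios scaling, quantile normalization and without the 4 libraries of week 2 with a length bias, 0 were called by limma, with medians of -0.16, -0.16 and -0.18. With the replicate number as a block, 8 were called as lower, with a median of -0.239. Of the 300 pairs of genes, 129 had a larger weight in the KOTAC network and 37 a larger weight in the WTTAC network. An edge was present in 133 pairs in KOTAC, in 92 in WTTAC and in both networks in 59, and the mean weight over all pairs was 0.2952 in KOTAC and 0.1946 in WTTAC. The mean absolute Pearson's r was 0.7438 in KOTAC and 0.7232 in WTTAC hearts, a difference that did not pass a permutation test of the hearts (two-sided, p = 0.802). The mean z-score per heart was lower in KOTAC than in WTTAC by sign at weeks 2, 4 and 8, with differences of -0.86, -0.505 and -0.47 (exact permutation tests of 4 hearts against 4, p = 0.0857, 0.2 and 0.514), and differed by 0.002 at week 1 (exact p = 1).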

There were also a few edges (in green) with decreased weight in the KOTAC condition. These connectivity changes suggest that the pathway was rewired between different heart failure conditions. The degree of rewiring can be quantified by our MCDS metric. Additional example dynamic 2-DMs and 3-DMs are shown in S3 and S4 Figs.

**Fig 7:**
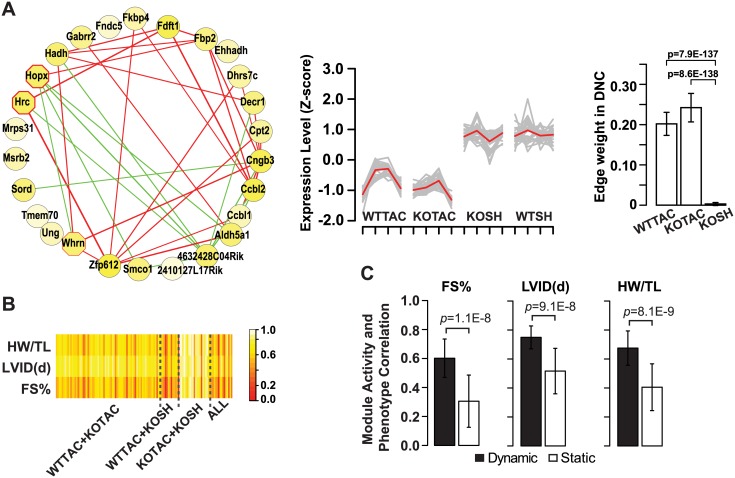
M-DMs identified from multiple differential co-expression networks. A, An example 2-DM identified in WTTAC and KOTAC DCNs. It was enriched for genes involved in oxidation reduction. Node color is proportional to the average p-value of differential gene expression between the two disease conditions and baseline (WTSH) condition. Octagon with red border, genes whose mutations lead to cardiovascular phenotypes. Left panel, Rewiring of the 2-DM. Only edges that exhibit significant changes in edge weights between the two DCNs are shown. Edge thickness is proportional to the absolute value of difference. Difference was calculated as “KOTAC—WTTAC”. Red, increase; green, decrease. Unconnected nodes indicate there was no edge connected to the nodes that exhibit significance change in weight between the two conditions. Middle panel, expression profiles of module genes in four conditions. Each condition has four time points. Expression levels of each gene across all samples were normalized by Z-score transformation. P-values for gene expression level difference were based on t-test. Right panel, histogram for edge weights of the 2-DM in the respective networks. B, Correlation between module activity and phenotypic measures. Row, phenotypic measures; column, M-DMs. All, 3-DMs (WTTAC+KOTAC+KOSH). Module activity is the average normalized gene expression level of all member genes in a module. FS%, left ventricular fractional shortening; HW/TL, heart weight normalized by tibia length; LVID(d), left ventricular internal diameter in diastole. C, Histograms of the module activity and phenotype correlations for dynamic and static 2-DMs. P-values were based on one-sided t-test.

Previous studies have shown that certain pathways are more dynamic than others during disease progression or stress response [22,25,26]. To examine this issue in the context of heart failure, we performed GO term enrichment analysis of the 2/3-DMs. Although certain GO terms were enriched among both dynamic and static 2/3-DMs, each type of M-DMs was also enriched for a unique set of GO terms. For instance, unique functions of the dynamic M-DMs included cell proliferation, trans-membrane transport, ion homeostais, and cell morphogenesis whereas those of static 2/3-DMs include regulation of transcription, chromosome organization and response to organic nitrogen (S5 Fig).

The enrichment of unique functional annotations among dynamic modules suggests that dynamic modules may be effective markers for disease progression. We therefore asked how the observed dynamics of 2/3-DMs correlate with the change in cardiac function. We used the following three measures to monitor the function of the heart as it progressed to failure (S6 Fig): heart weight normalized by tibial length (HW/TL), left ventricular internal dimension in diastole (LVID(d)) and LV fractional shortening (FS%). For each 2/3-DM, only using conditions from which the M-DM is derived, we computed the correlation between its average normalized gene expression level and each of the three cardiac function measures (Fig 7B, S1 Table, and S1 Text). Strikingly, we found that dynamic 2/3-DMs had significantly higher correlation with measures of cardiac function than static 2/3-DMs (Fig 7C). For example, the correlations with fractional shortening were 0.60 and 0.31 for dynamic and static modules, respectively (p-value = 5.7E-6, one-sided t-test). This result suggests that dynamic 2/3-DMs are better markers for disease progression.

## Discussion

From a systems biology point of view, diseases are caused by perturbations to the gene network. Such perturbations change dynamically as the disease progresses. We developed a mathematical model to represent perturbed gene networks and a robust search algorithm to identify regions of the perturbed networks with differential activities and connectivities. Differential network analysis has been applied to protein-DNA interaction networks [27,28], protein-protein interaction networks [29,30], genetic interaction networks [25,31], and functional gene interaction networks [32,33]. However, in all previous work, only two conditions were considered (i.e. only one resulting differential network) in the computational methods. A key innovation in our method is the ability to identify unique and shared modules from multiple differential gene networks, each of which representing a different perturbation condition. By definition, *i*MDM finds coherently differentially expressed gene modules. Sets of genes that are differentially expressed under diseased states but do not exhibit correlated expression pattern will not be identified as a module. This is consistent with the notation that the entire pathway is perturbed under disease condition. From a computational point of view, it increases the specificity of the inference as we demonstrated in the benchmarking experiment (Fig 4A).

Another challenge in studying network dynamics is how to quantify the rewiring of the pathways. Previous studies only focused on highly connected genes in a pathway, the so-called hub genes, instead of the entire pathway [22,34,35]. Here, We have used the MCDS metric to quantify the dynamics of an entire pathway. MCDS examines all edges in a module. More importantly, it quantifies not only the presence and absence of edges but also changes in edge weights that can be viewed as interaction strength among genes.

By applying the *i*MDM algorithm to our heart failure RNA-Seq data, we found that condition-specific 1-DMs exhibit differential activities, mediate different biological processes, and are enriched for genes with known cardiovascular phenotypes. Unlike 1-DMs, 2/3-DMs are not condition-specific. A previous study has suggested that there were major differences in topological and biological properties among gene pairs that have global vs. conditional co-expression [36]. We thus compared 1-DMs to 2/3-DMs in terms of their topological features and their activity correlation with disease phenotypes. We found genes in 1-DMs had more connections and located in more central positions in the networks. Activities of 1-DMs also had higher correlation with the disease phenotype measures (S7 Fig). This is consistent with the previous observation that conditional interactions are enriched for genes that are key to maintaining network integrity.

In contrast to 1-DMs, M-DMs identified in 2 or more conditions enabled us to study the dynamics of gene modules. By applying the MCDS metric, we were able to distinguish dynamic and static 2/3-DMs. We demonstrated that these two types of modules differ in multiple aspects, including their functional annotations. In particular, we have found that activities of dynamic 2/3-DMs have higher correlation with changes in cardiac disease phenotype, suggesting dynamic modules may play a more important role during disease progression. Thus, studying pathway dynamics can lead to novel insights into disease pathogenesis.

*i*MDM only needs transcriptome profiling data as the input and both microarray and RNA-Seq data are applicable. Given the increasing amount of transcriptome data on various cardiovascular diseases, we envision that *i*MDM can be applied in several ways to reveal network dynamics under different conditions, including temporal dynamics during disease progression and dynamics between disease subtypes.

Besides comparing disease subtypes as what was done here, another interesting analysis is between-disease comparison, such as heart failure versus arrhythmia. The pioneering work on human disease network by Goh et al. [37] has revealed that genes associated with similar disorders show both higher likelihood of physical interactions between their products and higher expression profiling similarity for their transcripts, supporting the existence of distinct disease-specific functional modules. We envision that a pan-heart analysis using *i*MDM can lead to similar insights, in particular pathway signature and disease-specific pathways.

There are a couple of directions that the basic concept of *i*MDM can be extended in future work. First, integrating multiple types of molecular analytes beyond gene expression might further expand our ability to identify dynamic molecular events that are associated with phenotypic dynamics. Genetic mutation data such as those from exome and whole-genome sequencing can be used as prior information to guide module search under the assumption that mutated sequences are likely to be involved in the diseases. Epigenomic data can be integrated with transcriptome data to understand how environmental factors perturb gene networks. Second, comparing and contrasting dynamic events involving different molecular types may yield new mechanistic insights into their interactions in the context of disease progression.

## Materials and Methods

### Ethics statement

All animal procedures were performed with the approval of the Institutional Animal Care and Use Committee of the University of Washington.

### Overview of the *i*MDM (*i*nference of multiple differential modules) method

Fig 2 provides a schematic of the *i*MDM algorithm. The algorithm takes as the input transcriptome profiles gathered under both healthy/baseline and disease conditions. Using the transcriptome profiles, *i*MDM first constructs multiple differential co-expression networks (DCNs), one for each condition. Two genes are connected in a DCN if they exhibit correlated expression profiles across conditions *and* their expression levels are significantly different between the disease and the baseline conditions. Next, we adapted the *M-module* algorithm [38] to identify statistically significant multiple differential modules (M-DMs) present in multiple DCNs. *i*MDM is implemented in the R statistical programming language. The software is freely available upon request. In the following sections, we describe details of each algorithmic steps of the method.

### Construction of differential co-expression networks (DCNs)

For each disease condition, construction of the DCN consists of two steps: 1) construction of a binary co-expression network; and 2) edge weight assignment based on differential gene expression between the disease and baseline conditions. To construct the binary gene co-expression network, edges are chosen based on the absolute value of the Pearson correlation of the expression profiles of two genes. To remove indirect correlation due to a third gene, we used the 1^st^ order partial Pearson correlation coefficient [39]. Only edges whose correlations are equal or greater than the pre-defined threshold ***δ*** are chosen. In this study, the value of *δ* was set at 0.8 such that maximal number of genes was connected in all DCNs to be constructed. In step 2, weights are assigned to edges in the binary co-expression network based on the p-value of differential gene expression between the disease and baseline conditions. Various methods can be used to detect differential gene expression for microarray or RNA-Seq data. Here, we used EdgeR [40]. The weight ***w*_*i*,*j*_** on edge (***i*,*j***) in the differential network is defined as following:

$$w_{i,j}=\{\begin{array}{ll} \frac{{\left(logp_{i}+logp_{j}\right)}^{1/2}}{{\left(2*max_{l\in V}\left|logp_{l}\right|\right)}^{1/2}}, & \;if\;cor\left(i,j\right)\geq \delta ,\;\\ 0, & if\;cor\left(i,j\right)<\;\delta , \end{array}$$

where ***p*_*i*_** and ***p*_*j*_** are p-values of differential expression for genes ***i*** and ***j***, respectively. *V* is the node set of the co-expression network, and ***cor***(***i*,*j***) is the absolute value of Pearson correlation between genes ***i*,*j*** based on their expression profiles. Under this weighting scheme, genes that are co-expressed and significantly differentially expressed are assigned higher weights, which satisfies our assumption that those genes likely participate in a pathway that exhibit differential activities between the two conditions being compared.

Mathematically, given *M* DCNs with the same node set but different edge sets, ***G*_*k*_** = **(*V*,*E*_*k*_)(1≤*k*≤*M*)**, they can be represented by a 3-dimensional matrix ***A*** = **(*a*_*ijk*_)_*nxnxM*_** where ***a*_*ijk*_** denotes the weight on the edge ***e*(*i*,*j*)**, ***w*_*i*,*j*_**, in network *G*_*k*_. An M-DM, *C*, is defined as a set of genes whose connectivity within them is stronger than random expectation across all *M* DCNs under consideration.

### Identification of multiple differential modules in multiple DCNs

We adapted our recently developed *M-module* algorithm to identify M-DMs. *M-module* is designed for identifying gene modules with common members but varied connectivity across multiple molecular interaction networks [38].

M-DM search consists of three steps: seed prioritization, module search by seed expansion, and refinement of candidate modules. The seed prioritization step ranks genes in multiple networks by using the topological feature of the gene in the network. Briefly, for each network ***G*_*k*_** = **(*V*,*E*_*k*_)(1≤*k*≤*M*)** with an adjacency matrix ***A*_*k*_** = **(*a*_*ijk*_)_*nxn*_**, we construct a function ***g*:*V***→***R*** such that ***g*(*i***) denotes the importance of vertex *i* in the corresponding network. The function is defined as

$$g\left(i\right)\;=\;\sum_{j\in N_{k}(i)}A_{ijk}^{'}g(j)$$

where ***N*_*k*_(*i*)** denotes the set of neighbors of ***i*** in ***G*_*k*_**; $A_{k}^{'}$ denotes the degree normalized weighted adjacency matrix which is computed as $A_{k}^{'}\;=\;D^{-1/2}A_{k}D^{1/2}$ where ***D*** is diagonal matrix with element ***D*_*ii*_** = **Σ_*j*_*A*_*ijk*_**. The product, ***A′g***, denotes the information propagation on network via the edges of networks, which means the importance of a node depends on the number of its neighbors, strength of connection and importance of its neighbors. The exact solution to the equation above is ${\left(1-A_{k}^{'}\right)}^{-1}$.

For each gene, after obtaining its ranks in all individual networks, denoted as g = **[*g*^(1)^,…,*g*^(M)^]**, we calculate a z-score for each rank ***g*^(l)^**. Then we obtain the rank for that gene across all networks by averaging the z-scores across all networks. The top 10% genes were selected as the seeds although the search result is not sensitive to the fraction of seeds used [38]. Starting with each seed, the module search step iteratively includes genes whose addition leads to the maximum decrease in the graph entropy-based objective function until there is no decrease in the objective function. For a given vertex ***i***∈***C***, let ***L*_*k*_(*i*)** denotes the total weight between vertex *i* and other vertices of the M-DM *C* in the network *G*_*k*_, i.e., ***L*_*k*_(*i*)** = **Σ_*j≠i*,*j∈C*_*a*_*ijk*_**. Similarly, let ${\overset{-}{L}}_{k}\left(i\right)\;=\;\sum_{j\neq i,j\in V\backslash C}a_{ijk}$ denotes the weight between *i* and vertices outside of *C*. We defined the entropy for the connectivity of vertex *i* to *C* as

$$H_{k}(C_{i})\;=\;-p_{i}^{\left[k\right]}logp_{i}^{\left[k\right]}-(1-p_{i}^{\left[k\right]})log(1-p_{i}^{\left[k\right]})$$

where pik=Lk(i)(L-ki+Lk(i)). The motivation for using graph entropy is that it quantifies the skewness of in-module connectivity versus out-module connectivity. Summing over all vertices in *C* and network k, we have ***H*_*k*_(*C*)** = **Σ_i∈C_*H*(*C*_*i*_)**. The graph entropy for *C* across all networks and normalized for the size of *C* is

H(C)=∑k=1MHk(C)C

The objective function of the algorithm is defined as:

$$\sum_{i\;=\;1}^{\tau }\text{min}H\left(C_{i}\right)$$

s.t.xij∈0,1∑j=1τxij≥1∑i=1nxij>0

where ***C*_*i*_(1**≤***i***≤***τ*)** is a candidate M-DM. ***X*** = **[x_1_,…,x_*τ*_]** is an index matrix in which each column corresponds to an M-DM and each row corresponds to a gene. The constraints mean that each gene can belong to one or more modules and each module has to contain at least one gene.

During the refinement step, M-DMs whose sizes are smaller than five are removed. To merge overlapping M-DMs, we used Jaccard index which is the ratio of intersection over union for two sets. A Jaccard index of 0.5 was used in this study.

### Calculation of the statistical significance of candidate M-DMs

The statistical significance of M-DMs is computed based on the null score distribution of M-DMs generated using randomized networks. Each network is completely randomized 100 times by degree-preserved edge shuffling. To obtain module scores for the null distribution, we performed module search on the randomized networks. Using the null distribution, the empirical p-value of an M-DM is calculated as the probability of the module having the observed score or smaller by chance. P-values are corrected for multiple testing using the method of Benjamini-Hochberg [41]. An adjusted p-value of 0.05 was used as the significance threshold.

### Quantification of connectivity dynamics of shared M-DMs

By definition, each M-DM with M≥2 has multiple component modules from different DCNs. To quantify the change in the connectivity of component modules, we used a graph-theoretical measure, the Module Connectivity Dynamic Score (MCDS). Specifically, given an M-DM ***C*** whose weighted adjacent matrices of the corresponding induced subgraphs are denoted by $A_{i}^{C}(1\leq i\leq M)$, the MCDS between two adjacent component modules is defined as the ***L*_2_** norm of the matrix subtraction normalized by the number of genes in the M-DM, *i*.*e*.,

$$\Delta A_{i,i+1}^{C}\;=\;{\left||A_{i}^{C}-A_{i+1}^{C}|\right|}_{2}/|C|$$

where **||·||_2_** is the matrix ***L*_2_** norm. The overall MCDS of an M-DM is defined as the average MCDS of all pairwise comparisons:

$$\tau \left(A^{C}\right)\;=\;\sum_{i\;=\;1}^{M-1}\Delta A_{i,i+1}^{C}/(M-1)$$

The statistical significance of MCDS for an M-DM is computed in a similar way as that for M-DMs. Briefly, we first calculate the null distribution for MCDS scores based on random M-DMs. The empirical p-value of an MCDS is calculated using the null distribution. The method of Benjamini-Hochberg is used for multiple testing correction. An adjusted p-value of 0.05 was used as the significance threshold.

### Transgenic mice, transverse aortic constriction surgery and echocardiography

Generation of transgenic mice with cardiac restricted *Ndufs4* deletion was described in our recent publication [7]. Mice were fed on rodent diet and water available *ad libitum* with a 12-hour light/dark cycle in a vivarium. Adult male mice (3–4 months old) received transverse aortic constriction (TAC) to induce chronic pressure overload or sham surgeries as previously described [42]. Cardiac geometry and function (left ventricular internal dimension in diastole (LVID(d)) and LV fractional shortening (FS%)) were recorded at 1, 2, and 4 weeks using echocardiography with the VEVO 770 system equipped with a 707B scan head. All measurements were averaged from six cardiac cycles.

### RNA sequencing

Total RNA was isolated from frozen cardiac tissue using the RNeasy Kit for fibrotic tissues (Qiagen) and treated with DNase to remove genomic DNA contamination. Quality and integrity of RNA were checked using Agilent Bioanalyzer 2100. All samples used for RNA sequencing had a Bioanalyzer RIN number of at least 8. Illumina TruSeq RNA sample preparation kit was used to generate multiplexed sequencing libraries. Libraries were loaded into a flowcell at a concentration of 5 pM and clustered on an Illumina cBot. Sequencing was done on a HiSeq2000 that generated paired-end reads of length 50 bp.

### Transcriptome assembly and expression level estimate from sequencing reads

Paired-end reads were mapped to the mouse genome (mm9) using Tophat [43]. Only uniquely mapped reads with fewer than 2 mismatches were used for downstream analyses. Transcripts were assembled using Cufflinks [44] and Ensemble (release 66) as the source of annotated transcripts. Normalized transcript abundance was computed using Cufflinks and expressed as FPKM (Fragments Per Kilobase of transcripts per Million mapped reads). Gene-level FPKM values were computed by summing up FPKM values of their corresponding transcripts [44]. FPKM values were used to compute gene co-expression networks.

## Supporting Information

S1 Text Supplemental methods.

S1 Fig Number of differentially expressed genes in perturbed hearts compared to control hearts (WTSH). P-value cutoff is 0.05.

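At single weeks, most genes were called at weeks 1 and 2 and fewest at week 4. In KOTAC vs. WTSH, 5271 genes were higher and 693 lower at week 1, 3844 and 2402 at week 2, 581 and 709 at week 4, and 3020 and 1044 at week 8, at an adjusted p under 0.05 from limma with 4 hearts against 4. In WTTAC vs. WTSH, 6992 were higher and 659 lower at week 1, 4893 and 1437 at week 2, 6 and 23 at week 4, and 1410 and 835 at week 8. Under median-of-ratios scaling, the split at week 1 was 2676 higher and 2266 lower in KOTAC vs. WTSH and 3043 higher and 2714 lower in WTTAC vs. WTSH. In KOSH vs. WTSH, Ndufs4 alone was called at each week. Timp1 had log2 fold changes in TAC against sham hearts of both genotypes of 3.49, 3.79, 1.48 and 3.60 at weeks 1, 2, 4 and 8. Col1a1 had 3.85, 2.53, 1.49 and 1.83, and Ctss, a macrophage protease, 2.24, 1.40, 0.74 and 0.74. Between KOTAC and WTTAC, 1 gene was called at week 1, 37 at week 2, 1 at week 4 and 3 at week 8. With the replicate number as a block, WTTAC vs. WTSH gave 130 calls at week 4 and 25 at week 8, which turns the order of these weeks. Single hearts move these counts. At week 4, WTTAC vs. WTSH gave 355 calls without WTTAC heart 2 of that week and 1 without WTTAC heart 1, and KOTAC vs. WTSH gave 678 without KOTAC heart 5. At week 2, WTTAC vs. WTSH gave 4049 without WTTAC heart 4, and without the 4 libraries with a length bias the counts at week 2 were 3246 in KOTAC vs. WTSH and 3294 in WTTAC vs. WTSH. At week 8, WTTAC vs. WTSH gave 1322 without WTTAC heart 6, and KOTAC vs. WTTAC gave 18 without KOTAC heart 2. At week 1, KOTAC vs. WTTAC gave 646 without WTTAC heart 5, and at week 2 it gave 1 without KOTAC heart 3 and 138 without WTTAC heart 1.

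**Figure D6:**
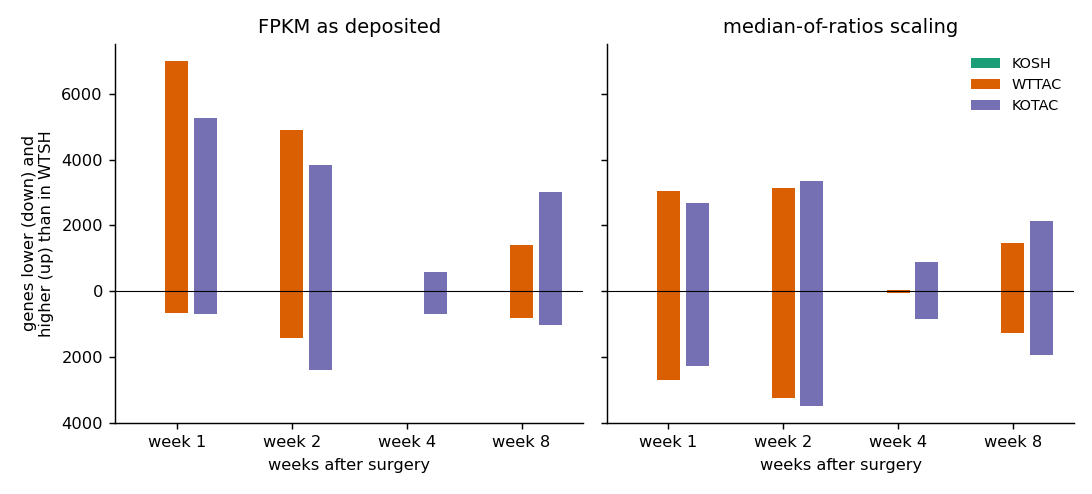
Number of genes higher (above 0) and lower (below 0) than in WTSH hearts (y axis) at each week (x axis) in KOSH, WTTAC and KOTAC, with FPKM as deposited (left) and with median-of-ratios scaling (right). At week 1 the counts in WTTAC are 6992 higher and 659 lower at the left and 3043 higher and 2714 lower at the right.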

(EPS)

S2 Fig Expression levels of genes in the example KOTAC-specific 1DM shown in Fig 6B. P-values were based on Wilcoxon test.
(EPS)

S3 Fig Example 2-DMs. A, 2-DM found in KOTAC and KOSH DCNs. It is enriched for genes involved in the regulation of cell proliferation. Node color is proportional to the average p-value of differential gene expression between the two disease conditions and baseline (WTSH) condition. Octagon, genes whose mutation leads to cardiovascular phenotypes. Left panel, rewiring of the 2-DM. Only edges that exhibit significant changes in edge weights between the two DCNs are shown. Difference in edge weight is calculated as “KOTAC-KOSH”. Red, increase, green, decrease. Unconnected nodes indicate there is no edge connected to the nodes that exhibit significance change in weight between the two conditions. Middle panel, expression profiles of module genes in four conditions. Expression levels of each gene across all samples are normalized by Z-score transformation. P-values for gene expression level difference are based on t-test. Right panel, histogram for edge weights of discovered 2-DMs in the respective networks. B, 2-DM found in WTTAC and KOSH DCNs. It is enriched for genes involved in cell migration. Difference in edge weight is calculated as “WTTAC-KOSH”.
(EPS)

S4 Fig An example 3-DM. It was enriched for genes involved in actin cytoskeleton organization. A. Rewiring of the 3-DM. Node color is proportional to the average p-value of differential gene expression between the two disease conditions and baseline (WTSH) condition. Octagon, genes whose mutation leads to cardiovascular phenotypes. Only edges that exhibit significant changes in edge weights between two DCNs are shown. Difference in edge weight was calculated as “KOTAC-WTTAC”, “KOTAC-KOSH”, and “WTTAC-KOSH”. Red, increased edge weight in the comparison, green, decreased edge weight. Unconnected nodes indicate there was no edge connected to the nodes that exhibit significance change in weight between the two conditions. B. expression profiles of module genes in four conditions. Expression levels of each gene across all samples were normalized by Z-score transformation. C. Histogram for edge weights of the 3-DM in the respective networks.
(EPS)

S5 Fig Enriched GO terms among dynamic and static M-DMs. Y-axis denotes the minus logarithm of the enrichment p-value.
(EPS)

S6 Fig Heart functional measures of mice used for RNA-Seq profiling. Each dot represents a heart. A, heart weight normalized by tibial length (HW/TL). B, left ventricular internal dimension in diastole (LVID(d). C, left ventricular fractional shortening (FS%). Because the value of FS% is between 0 and 1 and lower FS% values mean worse cardiac function whereas lower values of HW/TL and LVID(d) mean better cardiac function, we first transformed the raw FS% value as (1-FS%). Raw measures were then z-score transformed for each measurement type separately to make them comparable.
(EPS)

S7 Fig Topological and biological differences between 1-DMs and 2/3-DMs. A. Boxplot for the weighted degree of modules. B. Boxplot for the node betweenness centrality of modules. C. Histograms of module activity and disease phenotype correlations of the two types of M-DMs. Module activity is the average normalized gene expression level of all member genes in a module. P-values were based on one-sided t-test.
(EPS)

S1 Table Lists of multiple differential modules (M-DMs), one for each condition or condition combinations.

# Supplementary material for: Revealing Pathway Dynamics in Heart Diseases by Analyzing Multiple Differential Networks
**Source:** PLoS Comput Biol. 2015 Jun 17;11(6):e1004332. doi: 10.1371/journal.pcbi.1004332
**Supplement:** S1 Text

**Supplemental Methods**

Statistical significance of differential gene expression (related to S1 Fig.)

With normalized gene level RNA-Seq read counts, edgeR ^3^ was used to compute the p-values of differential gene expression. For calling differentially expressed genes, we used a False Discovery Rate (FDR) cutoff of 0.05 and a fold change cutoff of 2.

Pathway annotation enrichment analysis of identified M-DMs (related to Fig. 3)

Five sets of reference pathway annotations were used: Gene Ontology ^9^, KEGG ^10^, MGI pathways ^11^, Canonical pathways ^12^, Biocarta ^13^, and Reactome ^14^. Pathway overlap P-values were computed using hypergeometric distribution.

Specificity is defined as the fraction of predicted modules that significantly overlaps with reference pathways. Sensitivity is defined as the fraction of reference pathways that significantly overlaps with predicted modules. P-values for the difference in specificity and sensitivity were computed using Fisher’s exact test. All p-values were corrected for multiple testing using the method of Benjamin-Hochberg.

Curation of genes related to cardiovascular phenotypes and diseases (related to Figs. 3 and 5)

As a part of the Mouse Genome Informatics database ^15^, the Mouse Phenome Database comprehensively characterizes a large set of commonly used and genetically diverse inbred strains of mice. It also contains extensive genotypic data, which allows for genotype-phenotype association. To extract genes related to cardiac phenotypes, we used the following cardiovascular system phenotypes due to the loss/disruption of the gene function: blood pressure, ECG, echocardiography, heart rate, morphology, physiology and function. We also generated a subset of genes whose disruption leads to heart failure phenotypes using the following annotations: left ventricular hypertrophy, decreased cardiac muscle contractility, abnormal ventricular pressure, and congestive heart failure. Overall, 1166 cardiovascular-related genes were represented in our RNA-Seq data.

Gene ontology term enrichment analysis of discovered M-DMs (related to Figs. 5, 6, and 7)

The slimmed version (so called FAT terms from the DAVID software package) of Gene Ontology biological process terms was used for enrichment analysis. Enrichment p-value for each module was computed using the hypergeometric distribution. Nominal p-value was corrected for multiple testing using the method of Benjamini-Hochberg.

Determination if a 1-module is significantly Up- or down-regulated (related to Fig. 5D)

For a given 1-module, the fraction of significantly up- or down-regulated member genes was calculated. This fraction was compared to the fraction based on all genes in the genome using proportion test. P-values from proportion test were corrected for multiple testing using the method of Benjamini-Hochberg. A corrected p-value of 0.01 was used as the cutoff for statistical significance.

Calculation of module activity and cardiac phenotype correlation (related to Fig. 7B and 7C)

Given an M-module, its activity is computed as the average normalized gene expression level of all member genes in a module. For cardiac function, we used three measures: left ventricular fractional shortening (FS%); heart weight normalized by tibia length (HW/TL); and left ventricular internal diameter in diastole (LVID(d)). Because the value of FS% is between 0 and 1 and lower FS% values mean worse cardiac function whereas lower values of HW/TL and LVID(d) mean better cardiac function, we first transformed the raw FS% value as (1-FS%). Next, we performed z-score transformation of each measurement type separately to make them comparable. Finally, Pearson correlation was computed between module activity and the z-score transformed phenotypic measures.

References

1. Ma X, Gao L, Tan K. Modeling disease progression using dynamics of pathway connectivity. *Bioinformatics*. 2014

2. Watson-Haigh NS, Kadarmideen HN, Reverter A. Pcit: An r package for weighted gene co-expression networks based on partial correlation and information theory approaches. *Bioinformatics*. 2010;26:411-413

3. Robinson MD, McCarthy DJ, Smyth GK. Edger: A bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010;26:139-140

4. Benjamini Y, Hochberg Y. Controlling the false discovery rate - a practical and powerful approach to multiple testing. *J Roy Stat Soc B Met*. 1995;57:289-300

5. Karamanlidis G, Lee CF, Garcia-Menendez L, Kolwicz SC, Jr., Suthammarak W, Gong G, Sedensky MM, Morgan PG, Wang W, Tian R. Mitochondrial complex i deficiency increases protein acetylation and accelerates heart failure. *Cell metabolism*. 2013;18:239-250

6. Tarnavski O, McMullen JR, Schinke M, Nie Q, Kong S, Izumo S. Mouse cardiac surgery: Comprehensive techniques for the generation of mouse models of human diseases and their application for genomic studies. *Physiol Genomics*. 2004;16:349-360

7. Trapnell C, Pachter L, Salzberg SL. Tophat: Discovering splice junctions with rna-seq. *Bioinformatics*. 2009;25:1105-1111

8. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L. Transcript assembly and quantification by rna-seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nature biotechnology*. 2010;28:511-515

9. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT, Harris MA, Hill DP, Issel-Tarver L, Kasarskis A, Lewis S, Matese JC, Richardson JE, Ringwald M, Rubin GM, Sherlock G. Gene ontology: Tool for the unification of biology. The gene ontology consortium. *Nature genetics*. 2000;25:25-29

10. Kanehisa M, Goto S, Sato Y, Furumichi M, Tanabe M. Kegg for integration and interpretation of large-scale molecular data sets. *Nucleic acids research*. 2012;40:D109-114

11. Blake JA, Bult CJ, Eppig JT, Kadin JA, Richardson JE, Mouse Genome Database G. The mouse genome database: Integration of and access to knowledge about the laboratory mouse. *Nucleic acids research*. 2014;42:D810-817

12. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America*. 2005;102:15545-15550

13. Nishimura D. Biocarta. *Biotech Software & Internet Report*. 2001;2:117-120

14. Croft D, O'Kelly G, Wu G, Haw R, Gillespie M, Matthews L, Caudy M, Garapati P, Gopinath G, Jassal B, Jupe S, Kalatskaya I, Mahajan S, May B, Ndegwa N, Schmidt E, Shamovsky V, Yung C, Birney E, Hermjakob H, D'Eustachio P, Stein L. Reactome: A database of reactions, pathways and biological processes. *Nucleic acids research*. 2011;39:D691-697

15. Blake JA, Bult CJ, Eppig JT, Kadin JA, Richardson JE. The mouse genome database genotypes::Phenotypes. *Nucleic acids research*. 2009;37:D712-719

How the deposited data were processed for this re-analysis (not part of the article)

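RNA of 64 mouse hearts was measured, 1 library per heart. The design crossed cardiac deletion of Ndufs4 with TAC or sham surgery at weeks 1, 2, 4 and 8, with 4 hearts in each of 16 groups. The authors sequenced paired-end reads of 50 bases, checked them with FastQC, mapped them to mm9 with TopHat, kept uniquely mapped reads with fewer than 2 mismatches, and estimated FPKM with Cufflinks on Ensembl release 66. Tool versions were not given in the sources used here. The deposited table holds FPKM per gene, the sum over its transcripts, on a linear scale. It has 30285 gene entries, 25 of them with gene names turned into dates, and each of its columns was matched to a heart. The raw reads, the read counts and the echocardiography were not used here.

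Values were analysed as log2(FPKM + 1) over 13653 genes with an FPKM of at least 1 in at least 4 libraries. The model was limma 3.58.1 with a trend, in R 4.3.3, with a mean for each of 16 groups and no covariate. Conditions were compared as the mean of the differences at the 4 weeks, and weeks were compared one at a time. The adjusted p (Benjamini-Hochberg) had to be under 0.05. Gene lists were tested with camera of limma at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. The variance was divided with PERMANOVA (adonis2 of vegan 2.7.1, 9999 permutations). Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Values of single genes or modules were compared with exact permutation tests for 4 hearts against 4 (70 splits) and with 100000 permutations for larger groups. The heart was the unit of replication, with exceptions. Modules were the units for edge weights, the MCDS and Fisher's exact tests of changed modules and of cardiovascular modules. Genes were the units of the proportion test of a module and of the bootstrap interval for fatty acid genes.

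Depth is unknown from FPKM values, so precision was read from the spread between hearts and tested on simulated data. With changes added to simulated values, 93.8% of genes changed by 0.5 on the log2 scale were called in KOTAC vs. WTSH, 92.5% in KOTAC vs. WTTAC and 46.2% in KOTAC vs. WTSH at week 1. Of genes changed by 1, 100% were called in the first 2 comparisons and 91.2% in the last. There were 8, 11 and 4 false calls among 13653 genes. Each gene was simulated independently from a normal distribution, without variation shared between genes and without the length bias. Changes were placed only in genes of higher level and smaller spread. The rates therefore hold for such values, and those of the real hearts were not measured.

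Modules, terms and cardiovascular genes were taken from S1 Table, and iMDM itself was not rerun. Edges were recomputed at an absolute Pearson's r of 0.8 with the PCIT rule and weighted as in the Methods. The MCDS was the spectral norm of the difference of weight matrices divided by the number of genes, averaged over adjacent networks. A module counted as changed at a week by a proportion test against the other genes tested at an adjusted p under 0.01. Hierarchical clustering used the 5000 genes of highest variance.

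Before the data were examined, 33 gene lists, the comparisons, the tests, the rule for named genes and most alternatives were fixed. The lists cover the stress and fetal gene program, sarcomere and cardiomyocyte identity, calcium handling and ion channels, extracellular matrix and fibrosis, fatty acid uptake and oxidation, the TCA cycle, complex I, complexes III to V, mitochondrially encoded subunits, glucose uptake and glycolysis, NAD metabolism, the integrated stress response and mitokines, the antioxidant response, phospholipid metabolism, hemostasis, circadian clock output, glucocorticoid responsive genes, immediate early genes, the cell cycle, and sex. The others hold markers of fibroblasts, endothelial cells, smooth muscle cells and pericytes, macrophages and monocytes, antigen presentation, lymphocytes, neutrophils, erythroid cells, atrial cardiomyocytes, adipocytes, lung, skeletal muscle and thymus. The named genes are Ndufs4, the genes that the paper names or shows in Figs 6 and 7, the genes S1 Table lists for a named term, the 4 members of each list with the largest moderated t, and, per comparison of conditions, the 10 largest called rises and the 10 largest called falls with the same sign at each week. Genes of short counts outside this rule (such as Nebl, Casq2, P2ry1, F3, Tfpi and Ndufa11) and genes of weeks 1 and 8 were chosen after their values were seen.

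Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter at an FPKM of 5, median-of-ratios scaling, quantile normalization, limma without trend, array weights, only the hearts compared, condition without week, the replicate number as a block, a fold change of at least 2, each heart left out in turn, and other distances, linkages, thresholds and correlations for trees and networks. Chosen after seeing the data were zeros of abundant genes as missing, leaving out the 4 libraries of week 2 with a length bias, leaving out week 2, and the slope of expression on transcript length as a covariate. Gene positions are those of mm9. Results of some single genes are not reported here.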

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

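The tests of the KOSH modules, and those of length bias and of scaling for KOTAC vs. WTTAC, were chosen only after the result was seen, as was the comparison of weeks 1 and 8. How the slope of a TAC heart labelled as sham and the calls under another scaling are read was changed after their values were seen, from argued against and in favour to open for both. By the rule set for it, the length bias would be read as in favour, and it is given as open because the covariate gave another answer.

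Cell cycle, macrophage, antigen presentation and integrated stress response genes, which the paper does not discuss as groups, were higher after TAC than in WTSH hearts. In KOTAC vs. WTSH, 19 of 20 cell cycle genes rose, among them Cdk1, the mitotic kinase, by 1.14 and Mcm6, a replication helicase subunit, by 0.71. Cenpf, a kinetochore protein, fell by 1.18. Of 20 macrophage markers 17 rose, among them Mpeg1, a pore-forming protein of phagocytes, by 1.20, and of 9 antigen presentation genes 9 rose, among them B2m, the light chain of MHC class I, by 0.71. Of 21 genes of the integrated stress response 17 rose, among them Atf4, its central transcription factor, by 0.83. Under median-of-ratios scaling, 19 cell cycle, 17 macrophage, 9 antigen presentation and 16 integrated stress response genes were higher.

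The change after TAC differed between week 1 and week 8 for 2011 genes, by limma on the difference itself. Cell cycle genes took part with 19 of 20 members, each with the larger rise at week 1. Of 100 splits of the TAC hearts, the real one included, 2 gave as many genes, and the highest of the other splits gave 3472. The sham hearts were not regrouped, and the comparison was chosen after its values were seen, so chance is not excluded. A split that calls more than the real one points to a structure of the samples.

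Single hearts stood far from the other 3 of their group in 30 of 592 comparisons, where chance gives 29.6. WTTAC heart 5 of week 1 took 4 of these: mitochondrially encoded subunits (-0.74), circadian clock output (0.33), fibroblast markers (0.61) and principal component 1 (24.35). There were 2 values each for WTTAC heart 3 of week 2 (stress program -0.94, Fig 6A module -0.58), KOTAC heart 2 of week 8 (extracellular matrix 0.26, Fig 7A module -0.41), KOSH heart 1 of week 2 (calcium handling 0.64, macrophage markers -0.52), WTSH heart 4 of week 1 (cell cycle -0.48, Fig 6A module -1.08), KOSH heart 2 of week 8 (antioxidant response -0.78, phospholipids -0.8), KOSH heart 1 of week 4 (immediate early genes -0.24, Fig 6A module 0.14) and KOTAC heart 5 of week 4 (glucocorticoid responsive genes 1.46, immediate early genes 2.01). The others were KOSH heart 4 of week 8 (stress program -1.02), KOTAC heart 3 of week 1 (mitochondrially encoded subunits 0.69), KOTAC heart 6 of week 1 (antioxidant response 0.06), KOTAC heart 1 of week 4 (antioxidant response -0.45), WTSH heart 3 of week 1 (phospholipids 0.11), WTTAC heart 1 of week 1 (phospholipids 0.54), KOTAC heart 1 of week 2 (glucocorticoid responsive genes 1.3), WTSH heart 2 of week 8 (cell cycle -0.23), KOSH heart 2 of week 4 (lymphocyte markers 0.01), KOTAC heart 3 of week 8 (lymphocyte markers 0.4), WTTAC heart 2 of week 8 (neutrophil markers 2.02) and KOSH heart 4 of week 1 (adipocyte markers 0.02). All values but that of the principal component are mean z-scores.

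Between KOSH and WTSH hearts, 7 genes were called, and the KOSH modules were correlated. Time of day is argued against as the cause of most of the calls, since 6 of the 7 stayed called with a score of clock genes as a covariate. The 7 include Ndufs4, the deleted gene. For the modules, 1 heart apart from the others remains open as the source of correlation, since 5 of 7 modules fell below a mean absolute r of 0.5 without KOSH heart 1 of week 4. A TAC heart labelled as sham cannot be told apart from an unusual sham heart, since the slope of that heart on the fold changes of KOTAC vs. KOSH was 0.372, below the lowest KOTAC heart at 0.568 and above both the next KOSH heart at 0.134 and the lowest WTTAC heart at 0.047. An effect of the deletion in sham hearts stays open for the genes other than Ndufs4. Chance can be excluded for the count of 7 (1 of 100 splits, highest other split 1), which does not speak for each gene.

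After TAC, many genes rose and fewer fell, and fatty acid genes fell. The share of rises depends on scaling by total mapped fragments, as it moved by up to 35.8 percentage points in WTTAC vs. WTSH under another scaling. In KOTAC vs. WTSH, the median of fatty acid genes lay below that of sarcomere genes by -0.614 (95% bootstrap interval over genes, -0.899 to -0.42). The interval holds no spread between hearts, and sarcomere genes went both ways after TAC. A lower share of cardiomyocyte RNA is argued against as the whole cause of the fall only as far as sarcomere genes follow that share. A response to TAC stays open for the fatty acid genes. Chance can be excluded for the counts, with 8294 in KOTAC vs. WTSH (highest other split 2186), 8173 in WTTAC vs. WTSH (5239) and 8462 in KOTAC vs. KOSH (3318), each reached by 1 of 100 splits.

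Between KOTAC and WTTAC hearts, 112 genes were called, and chance cannot be excluded, as 8 of 100 splits called as many and the highest other split called 4179, which points to a structure of the samples. The length bias of 4 libraries of week 2 stays open, since its 2 tests differ. Without these libraries, 33 of the 112 stayed called, few enough to meet the rule set for this cause. The median change then went from 0.312 to 0.297 and its standard error from 0.073 to 0.075. These calls ended with fewer hearts and slightly smaller changes. With the length slope as a covariate, 112 stayed called. Scaling stays open, since as few as 47 stayed called under another scaling, while the median change went to 0.284 and 0.275 with all 112 in the same direction, so that calls ended with slightly smaller changes. For Ndufs4, the deleted gene, each of the 32 knockout hearts lay below each of the 32 wild-type hearts. For the other genes, the genotype is not separated from these causes.

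At single weeks, only the real split of 35 gave as many calls for KOTAC vs. WTSH at week 1 (5964 calls, highest other split 3442), week 2 (6246, 3616), week 4 (1290, 173) and week 8 (4064, 1505). The same held for WTTAC vs. WTSH at week 1 (7651, 5321), week 2 (6330, 3806), week 4 (29, 13) and week 8 (2245, 1139). As 1 of 35 is the smallest share this design allows and several comparisons were tested, chance is argued against but not excluded. It stays open for WTTAC vs. WTSH at week 4, where 1 call was left without WTTAC heart 1 of that week. For KOSH vs. WTSH, the 1 call at each week was Ndufs4, with each of the 4 knockout hearts below each of the 4 wild-type hearts (exact permutation test, p = 0.0286 at each week). As many genes were called by 3 of 35 splits at week 1 (highest other 8), 2 at week 2 (1), 7 at week 4 (3) and 1 at week 8 (0), and a count of 1 gene over splits says nothing on Ndufs4. For KOTAC vs. WTTAC chance cannot be excluded at week 1 (1 call, 19 splits, 2848), week 2 (37 calls, 18 splits, 7956), week 4 (1 call, 2 splits, 3) or week 8 (3 calls, 8 splits, 95), and the splits of weeks 1 and 2 point to a structure of the samples. For the interaction, with 0 calls, any split gives as many (100 of 100), so that the splits decide nothing, and the highest gave 2271.

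For the number of lists called by camera, chance cannot be excluded: KOTAC vs. WTSH 14 (34 of 100 splits, highest other 19), WTTAC vs. WTSH 18 (5 splits, 20), KOSH vs. WTSH 6 (64 splits, 16), KOTAC vs. WTTAC 13 (29 splits, 18), KOTAC vs. KOSH 15 (26 splits, 19) and the interaction 13 (27 splits, 17).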

How the results depend on the processing

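Tests with zeros as missing, without the 4 libraries of week 2 with a length bias, without week 2 and with the length covariate were chosen only after the data were seen. For each value below, the cause was not tested, except that leaving out hearts or genes lowers their number.

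The level of Ndufs4 (72 values) and the shares of variance (272) kept direction and side of the threshold under each alternative run for them. So did the counts of genes of named terms (20) with the adjustment over the listed genes alone, the one alternative run for them there. Without the 4 libraries of week 2 with a length bias, 4 of the 5 phospholipid genes stayed called in WTTAC vs. WTSH. Of the values of named genes, 41873 of 42240 with a heart left out and 9347 of 9824 under other alternatives stayed on their side, and 4 reversed. Of the list tests, 7818 of 7936 and 1364 of 1472 did, and 2 reversed. Of the counts of genes by condition, 438 of 448 and 72 of 92 stayed within 1.5 times the count reported, and of the weekly counts 958 of 1024 and 150 of 208.

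Without a filter, week 1 gave 3 genes in KOSH vs. WTSH and 65 in KOTAC vs. WTTAC, week 2 gave 4 in KOSH vs. WTSH, and KOTAC vs. WTTAC gave 5 at week 4 and 14 at week 8. At week 4, WTTAC vs. WTSH gave 10 with a pseudocount of 0.1 and 14 with a filter at an FPKM of 5.

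With median-of-ratios scaling, KOSH vs. WTSH gave 12 genes and 2 at week 1, KOTAC vs. WTTAC 4 at week 2, and WTTAC vs. WTSH 71 at week 4, and the TAC responses of both genotypes shared 3457 rises and 3424 falls. With quantile normalization these were 12, 2, 6, 77, 3078 and 3884, 3 lists were called in KOSH vs. WTSH, the difference of edge weights was -0.0321 (permutation p = 0.0131), that of the MCDS 0.0255 (p = 0.0718), that of changed modules at week 2 6.5 percentage points (Fisher's exact test, p = 0.0884), and that of the Fig 6A module at week 2 0.593 (p = 0.0286). Nkx2-5, a cardiac transcription factor, had -0.006 in WTTAC vs. WTSH under either scaling (adjusted p = 0.931 and 0.932), against 0.16.

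With array weights, KOSH vs. WTSH gave 80 genes, KOTAC vs. WTTAC 282 and the interaction 2. Week 1 gave 16 in KOSH vs. WTSH and 900 in KOTAC vs. WTTAC, week 2 gave 5 and 9, week 4 gave 3284 in KOTAC vs. WTSH, 1716 in WTTAC vs. WTSH and 51 in KOSH vs. WTSH, and week 8 gave 6533, 4737, 111 and, in KOTAC vs. WTTAC, 41. The cell cycle list in KOTAC vs. WTTAC turned to -0.057 (not called by camera), and the difference of changed modules was 0.0 at weeks 2 and 4.

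With only the hearts compared, KOSH vs. WTSH gave 21 and KOTAC vs. WTTAC 7. KOSH vs. WTSH gave 2, 3 and 3 at weeks 1, 4 and 8, KOTAC vs. WTTAC 1 at weeks 2 and 8, and WTTAC vs. WTSH 0 at week 4. For the interaction this setting uses the same hearts and was not run apart. With condition only, KOSH vs. WTSH gave 3 and KOTAC vs. WTTAC 24, and no weekly value exists there or without week 2.

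Over all weeks, the replicate numbers do not pair the hearts (24 of 77 same-numbered pairs had an r above 0.1). Week 2 differs, with 12 of 24 such pairs above 0.1 and a median r of 0.118 against -0.069 in other pairs. With the replicate number as a block, KOSH vs. WTSH gave 4, KOTAC vs. WTTAC 271 and the interaction 1. KOTAC vs. WTTAC gave 106, 149 and 9 at weeks 1, 2 and 8, KOTAC vs. WTSH 855 at week 4, and WTTAC vs. WTSH 130 at week 4 and 25 at week 8, and the difference of changed modules at week 8 was 65.2 percentage points (Fisher's exact test, p = 1.68e-14).

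With zeros as missing, KOSH vs. WTSH gave 2 at weeks 1 and 4, and KOTAC vs. WTTAC 3 at week 1. Without the 4 libraries of week 2 with a length bias, KOTAC vs. WTTAC gave 42 and 2 at week 2, week 2 gave 3246 in KOTAC vs. WTSH and 3294 in WTTAC vs. WTSH, and week 4 gave 2254 and 229. The cell cycle list in KOTAC vs. WTTAC turned to -0.1 (not called by camera), the difference of changed modules at week 2 was 6.5 percentage points (Fisher's exact test, p = 0.0884), and Pde1c, a phosphodiesterase, had 0.177 in WTTAC vs. WTSH (adjusted p = 0.0236). Without week 2, Pde1c had 0.261 and was called, against -0.006, and KOTAC vs. WTTAC gave 8. With the length slope as a covariate, KOTAC vs. WTTAC gave 421 and 2, 249 and 4 at weeks 1, 2 and 4, and week 4 gave 2240 in KOTAC vs. WTSH and 103 in WTTAC vs. WTSH.

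With a fold change of at least 2, the counts were 443 in KOTAC vs. WTSH, 295 in WTTAC vs. WTSH, 1 in KOSH vs. WTSH, 2 in KOTAC vs. WTTAC and 426 in KOTAC vs. KOSH. In KOTAC vs. WTSH and WTTAC vs. WTSH they were 797 and 1282 at week 1, 881 and 690 at week 2, 203 and 10 at week 4, and 617 and 365 at week 8, with 4 in KOTAC vs. WTTAC at week 2. The genotypes shared 254 rises and 28 falls, and the difference of changed modules at week 1 was 17.4 percentage points (Fisher's exact test, p = 0.00119).

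With an estimated correlation, camera called 0 lists in KOTAC vs. WTSH, WTTAC vs. WTSH, KOTAC vs. WTTAC, KOTAC vs. KOSH and the interaction, and 1 in KOSH vs. WTSH. With Euclidean distance 56.2% of hearts lay with their own surgery (Fisher's exact test, p = 0.113). The difference of edge weights was 0.0086 with Spearman's correlation (p = 0.671), that of the MCDS 0.0055 at an edge threshold of 0.9 (p = 0.71), and that of cardiovascular modules 5.4 percentage points at p under 0.01 (p = 0.161).

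With a heart left out, KOSH vs. WTSH gave 4 (without WTSH heart 1 of week 2) to 9 genes (WTSH heart 2 of week 1), and KOTAC vs. WTTAC 50 (KOTAC heart 1 of week 1) to 198 (WTTAC heart 1 of week 2). KOSH vs. WTSH gave 1 to 2 at weeks 1, 2 and 8 (2 without WTSH heart 1 of week 1, WTSH heart 2 of week 2 and WTSH heart 4 of week 8). KOTAC vs. WTTAC gave 1 to 646 at week 1 (WTTAC heart 5), 1 (KOTAC heart 3) to 138 (WTTAC heart 1) at week 2, 1 to 2 at week 4 (KOSH heart 1) and 1 (WTTAC heart 5) to 18 (KOTAC heart 2) at week 8. WTTAC vs. WTSH gave 4049 (WTTAC heart 4) to 7087 (WTTAC heart 1) at week 2, 1 (WTTAC heart 1) to 355 (WTTAC heart 2) at week 4 and 1322 (WTTAC heart 6) to 2931 (WTTAC heart 2) at week 8, and KOTAC vs. WTSH 678 (KOTAC heart 5) to 1492 (WTTAC heart 3 of week 2) at week 4. The difference of edge weights ranged from 0.0052 (KOTAC heart 3 of week 1, permutation p = 0.825) to 0.1744 (WTTAC heart 2 of week 4), that of changed modules at week 2 from 0.0 (WTTAC heart 3) to 15.2 (WTTAC heart 4), and that of the Fig 6B module at week 4 from -0.844 (KOTAC heart 3, p = 0.0286) to -0.433 (WTTAC heart 2, p = 0.171). FPKM values do not give the depth, so what depth limits was not measured.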

Differences from the paper's values

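For WTTAC vs. WTSH the paper gives 5238 DEGs, and 8173 were called here. That is close to the 8294 called here in KOTAC vs. WTSH, for which the paper gives 6521. The paper's text gives an FDR under 0.05, S1 Text adds a fold change of at least 2, and which rule gave the paper's count is unclear. The calls here use an adjusted p under 0.05 from limma on FPKM, and S1 Text names edgeR on read counts. Among alternatives set before the data were examined, the values within 1.5 times the paper's were 5697 with a filter at an FPKM of 5, 7672 with median-of-ratios scaling, 7737 with quantile normalization, 7485 with condition only and 7717 with the replicate block. Those outside it were 8091 with a pseudocount of 0.1, 9555 without a filter, 8170 without trend, 9346 with array weights, 8061 with only the hearts compared and 295 with a fold change of at least 2.

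For KOSH vs. WTSH the paper gives 251 DEGs, and 7 were called here. No alternative set before the data were examined came within 1.5 times: 5 with a pseudocount of 0.1, 8 without a filter, 5 with a filter at an FPKM of 5, 12 with median-of-ratios scaling and 12 with quantile normalization, 7 without trend, 80 with array weights, 21 with only the hearts compared, 3 with condition only, 4 with the replicate block and 1 with a fold change of at least 2.

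At week 1, the paper gives 54.3% of WTTAC 1-DMs as up- or down-regulated, and 97.8% were here. No alternative set before the data were examined came within 1.5 times: 97.8% with Fisher's exact test and with a pseudocount of 0.1, 82.6% with a fold change of at least 2, 100.0% with quantile normalization and array weights, and 95.7% with the replicate block. At week 4 the paper's value for KOTAC 1-DMs is about 66% in Fig 5D, read by eye, and 100.0% were here. It was within 1.5 times with a fold change of at least 2 (82.1%) and the replicate block (96.4%), and not with Fisher's exact test, a pseudocount of 0.1, quantile normalization or array weights (100.0% each).

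The mean edge weight of the module in Fig 6A is about 0.24 in WTTAC and about 0.03 in KOTAC in Fig 6A of the paper, read by eye, and was 0.4171 and 0.08644 here. No alternative was run for these values. Both sources have the larger weight in WTTAC.

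The paper states that more KOTAC than WTTAC 1-DMs were changed at each week. Here the difference was 0.0 percentage points at week 8 and 2.2 at week 1 (Fisher's exact test, p = 0.451), with 8.7 at week 2 and 82.6 at week 4 in the paper's direction. The modules were scored on the genes called, which at week 4 were 29 in WTTAC vs. WTSH and 1290 in KOTAC vs. WTSH. With a fold change of at least 2, the threshold S1 Text adds, the difference was 17.4 at week 1 (Fisher's exact test, p = 0.00119). The paper states that the module of Fig 6B was lower in KOTAC at weeks 2, 4 and 8 by a t-test. With hearts as replicates its differences had that sign at these weeks, with exact p = 0.0857, 0.114 and 0.486. The paper states that the 7 fatty acid enzymes were reduced in KOTAC. Each had that sign over the weeks, and the smallest adjusted p by week was 0.343 by exact permutation tests. As 4 hearts against 4 give no p below 0.0286, no enzyme alone could have passed the adjustment over 28 tests. These tests therefore do not decide on the statement. In Fig 7C the p-values of fractional shortening and of left ventricular diameter appear exchanged against the text.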

Other observations

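The comparison of weeks 1 and 8, and the genes named for it, were chosen after their values were seen. Most cell division and macrophage genes, and a part of the matrix genes, rose more after TAC at week 1 than at week 8. Of 2011 genes whose change after TAC differed, it was higher at week 1 for 1855 and higher at week 8 for 156 (954 and 524 under median-of-ratios scaling, 895 and 607 under quantile normalization). Cthrc1, a collagen-regulating protein of activated fibroblasts, had changes after TAC of 4.62, 1.51, 0.93 and 1.24 at weeks 1, 2, 4 and 8 (difference 3.37, standard error 0.50, adjusted p = 4.25e-06). Serpinb1a, a protease inhibitor, had a difference of 2.74 (adjusted p = 3.49e-06) and Ptn, a growth factor, of 2.49 (adjusted p = 0.0104). Tyms, which makes thymidylate, had 1.20 (adjusted p = 3.38e-05) and C1qa, a complement protein of macrophages, 1.18 (adjusted p = 0.000413). Higher at week 8 were the changes of Prg4, lubricin, with -2.57 (adjusted p = 2.32e-05), Mmp3, a matrix protease, with -2.22 (adjusted p = 0.000343), and Serpina3n, an acute phase protein, with -1.88 (adjusted p = 0.00667). By list, the larger rise at week 1 held for 19 of 20 cell cycle genes by limma, 15 of 20 macrophage markers, 24 of 53 matrix genes and 6 of 9 antigen presentation genes.

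The other lists gave these counts in KOTAC vs. WTSH and in WTTAC vs. WTSH. Glycolysis genes rose in 15 and 12 of 25 and fell in 7 and 6, with Pfkp, a phosphofructokinase, at 1.45 and 1.21. NAD genes rose in 7 and 8 of 20 and fell in 10 and 10, with Nmrk2, a nicotinamide riboside kinase, at 3.40 and 2.37 and Nampt, which recycles nicotinamide, at -0.83 and -0.78. For both lists the camera test pointed down while the mean was above 0. Antioxidant genes rose in 15 and 15 of 29 and fell in 8 and 7, with Gpx3, a glutathione peroxidase, at 1.53 and 1.36. Integrated stress response genes rose in 17 and 16 of 21. Immediate early genes rose in 17 and 16 of 19, and glucocorticoid responsive genes rose in 8 and 6 of 17 and fell in 1 and 2 (Klf9 in both, Per1 in WTTAC). Circadian genes rose in 4 and 5 of 22 and fell in 5 and 10, with Hlf lower in both. Under median-of-ratios scaling 10 and 8 glycolysis genes rose and 9 and 10 fell.

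Of 11 smooth muscle and pericyte markers 5 and 7 rose, the 5 being Cnn1, Cspg4, Des, Pdgfrb and Tagln. Antigen presentation genes rose in 9 and 9 of 9. Of 5 lymphocyte markers 2 (Cd79b and Ptprc) and 3 (with Cd79a) rose, of 3 neutrophil markers 3 (Csf3r, S100a8 and S100a9) and 1 (Csf3r), and of 6 erythroid markers 0 and 0 by limma. Of 11 atrial markers 4 rose in each (Dkk3, Nppa, Nr2f2 and Pam) and 2 fell (Kcnj3 and Kcnj5). Of 5 adipocyte markers Cidea rose in each and Lipe fell in KOTAC. Of 7 skeletal muscle markers 2 rose in each (Myl1 and Tnnt3), and 1 (Myh1) and 2 (with Atp2a1) fell. Of 4 sex genes Uty fell in KOTAC and 0 differed in WTTAC. Of 9 mitochondrially encoded subunits 0 were called, with zeros that allow no direction. Lung markers had 1 gene tested and thymus markers 0, so these lists were not tested. These short counts were chosen for naming after their values were seen.

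WTTAC heart 2 of week 4 had a slope of 0.047 on the fold changes of TAC, within the range of WTSH hearts (-0.174 to 0.189), while WTTAC hearts reached 1.848 and KOTAC hearts ranged from 0.568 to 1.421.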
